# Stable Epigenetic Programming of Effector and Central Memory CD4 T Cells Occurs Within 7 Days of Antigen Exposure *In Vivo*

**DOI:** 10.3389/fimmu.2021.642807

**Published:** 2021-05-24

**Authors:** Sarah L. Bevington, Remi Fiancette, Dominika W. Gajdasik, Peter Keane, Jake K. Soley, Claire M. Willis, Daniel J. L. Coleman, David R. Withers, Peter N. Cockerill

**Keywords:** memory T CD4+ cells, gene regulatory networks, epigenetics (chromatin remodelling), immunological memory responses, T cell activation

## Abstract

T cell immunological memory is established within days of an infection, but little is known about the *in vivo* changes in gene regulatory networks accounting for their ability to respond more efficiently to secondary infections. To decipher the timing and nature of immunological memory we performed genome-wide analyses of epigenetic and transcriptional changes in a mouse model generating antigen-specific T cells. Epigenetic reprogramming for Th differentiation and memory T cell formation was already established by the peak of the T cell response after 7 days. The Th memory T cell program was associated with a gain of open chromatin regions, enriched for RUNX, ETS and T-bet motifs, which remained stable for 56 days. The epigenetic programs for both effector memory, associated with T-bet, and central memory, associated with TCF-1, were established in parallel. Memory T cell-specific regulatory elements were associated with greatly enhanced inducible Th1-biased responses during secondary exposures to antigen. Furthermore, memory T cells responded *in vivo* to re-exposure to antigen by rapidly reprograming the entire ETS factor gene regulatory network, by suppressing *Ets1* and activating *Etv6* expression. These data show that gene regulatory networks are epigenetically reprogrammed towards memory during infection, and undergo substantial changes upon re-stimulation.

## Introduction

During primary immune responses, effector T cells arise from naïve T cells (TN) when their antigen (Ag) -specific TCRs recognize Ag on Ag presenting cells (APCs) for the first time and undergo transformation over a 1-2 day period to become rapidly dividing T blast cells (TB) (1). During this process, the combination of TCR, CD28 and IL-2 signaling promotes the extensive reprograming of the T cell gene regulatory network, rendering immune response genes much more receptive to reactivation and enabling further differentiation to specialized Th cells (2–5). Systemic bacterial or viral infections *in vivo* typically establish a Th1-polarizing environment whereby additional cytokines such as IL-12 induce expression of the Th1-lineage-defining transcription factor (TF) T-bet, and T-bet target genes such as *Ifng* (IFN-γ), which reinforce Th1 status (6–8).

Secondary immune responses are dependent upon pools of long lived Ag-specific memory T cells (TM) that remain as a reservoir to fight future infections long after primary infections have resolved (9). In the absence of TCR signaling, long-term TM cells are dependent upon the homeostatic cytokines IL-2, IL-7 and/or IL-15, which each signal *via* a common gamma chain (10–12). CD4 and CD8 TM cells have retained their reprogramed status to respond much faster and more efficiently when re-exposed to Ag than naive T cells (TN) (3, 13–17). *In vitro* studies demonstrated that T cell memory is stable for at least 60 d in the absence of Ag (18). TM cells can be subdivided into two major subtypes based on their surface markers, gene expression profiles, and the nature of their responses to secondary infections (19, 20). Effector memory T cells (Tem) retain many of the properties of differentiated T cells and rapidly resume their original programed effector T cell response when reactivated. Tem cells are rapidly recruited during secondary infections and they maintain expression of differentiation inducing genes, such as *Tbx21* (T-bet) in Th1-type Tem cells. In contrast, central memory T cells (Tcm) have yet to undergo effector T cell differentiation and remain plastic and receptive to following different paths of T cell differentiation when reactivated. Thus, the transcriptional networks in Tcm cells are closer to TN cells and follicular helper T cells (Tfh), expressing factors such as *Bach2* (21–23), which represses the AP-1 responses downstream of TCR signaling (24), and *Bcl6* which polarizes cells towards Tcm or Tfh (25, 26). CD4 Tem and Tcm can also be differentiated on the basis of expression of the chemokine receptors CCR7 and CXCR5, enabling Tcm to circulate through lymphoid tissues. Tem lack expression of both CCR7 and CXCR5 and instead express receptors that enable them to traffic through non-lymphoid tissues (25–28).

The reprograming of the gene regulatory network in TB and TM cells is associated with the stable acquisition of thousands of highly accessible active chromatin regions defined as DNase I Hypersensitive Sites (DHSs) that maintain a long term transcriptional memory of their previous activation (2, 3, 29). Once formed during TB-transformation, these epigenetically primed DHSs (pDHSs) are maintained by cooperation between constitutively expressed TFs such as ETS1 and RUNX1 (2, 3), and IL-2/IL-7-inducible TFs such as STAT5 and JUND (4, 5). pDHSs play a critical role in maintaining immunological memory by maintaining broad active chromatin domains marked by the active chromatin modifications histone H3 K4me2 and H3 K27ac. These epigenetically primed domains typically encompass the inducible enhancers and promoters that mediate reactivation of immune response genes during secondary responses (2, 3).

Our understanding of CD4 TM populations has been significantly advanced by studies tracking antigen-specific responses *in vivo* (30), and in particular a model Th1 infection using an attenuated strain of *Listeria monocytogenes* (Lm) expressing the highly immunogenic peptide 2W1S (6, 26). In this acute infection, TM cells biased towards Th1 are established in lymphoid organs within 3-4 d of infection, and the T cell response reaches a peak after 6-7 d, before contracting ~7-10-fold by day 20 and then gradually subsiding further over the following months (6, 26). Interestingly, these studies demonstrated that CXCR5-ve Tem and CXCR5+ve Tcm and Tfh were established in parallel, with 90% of the CXCR5+ve cells resembling Tcm cells (26). Furthermore, the level of CXCR5 expression negatively correlated with *Il2ra* expression. *Il2ra*-deficient T cells were able to efficiently generate CXCR5^+^ PD-1^-^ Tcm cells, but they only produced 10% of the normal proportion of T-bet^high^ CXCR5^-^ Th1 cells (5, 26). Whilst the development of these memory cell populations was characterised in fine detail, the molecular basis underlying the establishment and stable maintenance of memory in Tem and Tcm cells *in vivo* was never established.

Although it is clear that the epigenetic program associated with long term immunological memory can be established within 2-3 d *in vitro*, it remains unknown how fast this is established during *in vivo* responses, or how stable it is. Most previous epigenetic analyses of TM cells formed *in vivo* have used poly-clonal populations where it has not been possible to establish how recently epigenetic memory had formed or how stable it was in long-term memory cells (3). The goal of the present study was to use the Lm-2W1S as a highly tractable *in vivo* model to study the time-course and stability of epigenetic reprograming in Ag-specific TM cells, and to investigate the role of this program in secondary Ag responses. We established that (i) the TM-epigenetic program is established in both Tcm and Tem cells within 7 days and is stable for at least 56 days, (ii) epigenetic reprograming primes immune response genes for rapid secondary responses in TM cells, and (iii) Ag-stimulation of TM cells *in vivo* leads to extensive rewiring of the ETS TF gene regulation network, with suppression of *Ets1* and ETS1-regulated genes such as *Lef1* and *Tcf7* in parallel with upregulation of the ETS family repressor *Etv6*.

## Materials and Methods

### Mice

C42 transgenic mice were used for the M7, M28 and M56 ATAC-seq and RNA-seq experiments. C42 mice have been extensively backcrossed onto a C57BL/6 background and contain a 130 kb DNA fragment of the human *IL3/CSF2* locus which can be used as a reporter of human cytokine gene activity (3). In previous studies the transgene did not have any detectable impact on the responses of these mice. WT C57BL/6 mice were used in experiments from which CXCR5+ and CXCR5- 2W1S-specific CD4 T cells were isolated. Mice were housed at 21°C +/- 2°C, 55% humidity (+/- 10%) with 12 hr light dark/cycle in 7-7 IVC caging with environmental enrichment of plastic houses plus paper bedding.

### Antigen-Specific Th Memory T Cell Generation and Purification

Mice were intravenously injected in the tail vein with 10^7^ *actA-*deficient *L. monocytogenes* expressing OVA-2W1S (*Lm*-2W1S, a kind gift from Dr. M. Jenkins) as described previously (5). To recover 2W1S-specific CD4 T cells, spleens were taken at 7, 28 or 56 days post infection, cells isolated by manual crushing of the tissue, depleted of red blood cells and then incubated with 2W1S:A^b^-APC for 1 hour at room temperature. The 2W1S-specific population was enriched as described by the Jenkins Laboratory (31) using anti-APC microbeads (Miltenyi Biotech #130-090-855). Following enrichment the cells were stained with antibodies to detect CD3, CD4, CD44, B220, CD11c and CD11b. CD44^hi^ 2W1S-specific CD4 T cells were sort purified using a BD FACSAria Fusion cell sorter (BD) to greater than 95% purity. For the re-stimulation mice were injected with 100 μg 2W1S peptide and 2.5 μg LPS 28 or 56 days post infection and purified as above 3 hours after injection. For the purification of the CXCR5 populations the cells were stained with CXCR5-PeCy7 at the same time as the 2W1S:A^b^-APC staining. Naïve CD4 T cells were purified as CD44^lo^, CD62L^hi^.

### Assay for Transposase Accessible Chromatin Using Sequencing (ATAC-Seq)

FACS purified cells were resuspended in 50 μl ATAC transposition reaction mix containing 25 μl 2x Tagment DNA Buffer (Illumina), 2.5 μl Tn5 transposase (Illumina), 0.5 µl 1% Digitonin (Promega #G9441) and incubated for 20-30 minute at 37°C with gentle agitation. For the M28Ag_1, M56Ag_1 and the CXCR5pos and CXCR5neg samples 16.5 μl PBS and 0.5 μl 10% Tween-20 were added to the transposition mix to reduce the level of background obtained in the sequencing as described by Corces et al. (32). DNA was purified using the MinElute Reaction Clean up kit (Qiagen #28204) before performing 5 cycles of PCR amplification using Nextera custom primers. The number of additional PCR cycles required to generate adequate material for sequencing was calculated using a qPCR side reaction as described (32). Amplified DNA was purified using Ampure Beads (Beckman Coulter) and libraries were validated by qPCR. Samples were sequenced on NextSeq^®^ 500/550 High Output kit v2 75 cycles (Illumina, FC 404-2005) at the Genomics Birmingham sequencing facility. Two biological replicates were sequenced for each time point.

### RNA-Sequencing (RNA-seq)

RNA was extracted using the RNeasy Plus Micro Kit (Qiagen# 74034). cDNA was generated from 0.5-3 ng of RNA using the Smart-Seq™ v4 Ultra™ Low Input RNA Kit for Sequencing (Clontech) according to the manufacturer’s instructions. Following 11 cycles of PCR amplification the number of additional cycles was calculated for each individual sample based on the quantity of cDNA which was determined using the Agilent 2100 Bioanalyzer (High Sensitivity DNA Kit #5067-4626). Libraries were prepared from 150 pg of cDNA using the Nextera XT library prep kit (Illumina FC-131-1024) and the Nextera XT index kit (Illumina FC-131-1001) according to the manufacturer’s instructions. Samples were sequenced on NextSeq^®^ 500/550 High Output Kit v2 (150 cycles) (FC-404-2002) at the Genomics Birmingham sequencing facility. Three biological replicates were sequenced for each time point.

### Data Analysis

#### Alignment, Coverage and Peak Detection of DNase-Seq, ATAC-Seq and ChIP-Seq Data Sets

Raw DNA sequencing reads were aligned to the NCBI Mouse Genome Sequencing Consortium version mm10 using *bowtie2* (Galaxy Version 2.3.2.2) (33) with the preset –very-sensitive-local. BedGraph files were generated with MACS2 callpeak (Galaxy version 2.1.1) using the default parameters (34) and were converted to bigwig files using the Wig/BedGraph-to-bigWig converter (Galaxy v1.1.1) in order to visualize on the UCSC genome browser. The statistics for ATAC-Seq read counts and peaks are shown in **Table 1**.

**Table 1:** Summary of statistics for ATAC-Seq data.

Samples	Read count	Mapped reads	Peaks
N1	55009838	50182216	30339
N2	28765208	19577334	30426
M7 1	122567768	109756779	28005
M7 2	26498877	20348656	29989
M28 1	20348656	10627634	29207
M28 2	59235548	38423698	27260
M56 1	26141267	15532278	27392
M56 2	42375252	38644631	28321
M28Ag 1	25179335	15311639	31629
M28Ag 2	55496446	47132970	36630
M56Ag 1	21467935	19320998	33110
M56Ag 2	23568973	18665342	32249
CXCR5neg_1	17313607	14127739	34792
CXCR5neg_2	16043618	15828665	32863
CXCR5pos_1	19033264	18030772	34598
CXCR5pos_2	17160597	16891953	33325

#### Normalization of ATAC-Seq Data Sets

To determine a complete set of peaks with the most accurate coordinates the BAM files from the N, M7, M28, M56, M28Ag, M56Ag ATAC-Seq samples were merged using BamTools (Galaxy Version 0.0.2) (35). MACS2 callpeak (Galaxy Version 2.1.1) was then used to generate a master set of 107467 peaks. The DNA sequence tags +/- 200 bp from the peak summit were counted for each individual sample using the annotatePeaks function of the HOMER package (36). The samples were normalized to one another using a correction factor based on the median of the top 30,000 peaks. These correction factors were then used to normalize genome browser scales, average tag density plots and contrast levels in tag density profiles.

#### Fold Change Analysis of ATAC-Seq Peaks

To generate a high confidence set of summits which could be used in downstream analyses the top 35000 peaks of the two replicate samples were intersected using BEDTools v2.26.0 intersect function (37). This generated peak groups for N, M7, M28, M56, M28Ag and M56Ag. These peaks sets were then merged to give a total of 48202 peaks which represent all the cell stages. The sequencing reads were counted using featurecounts (38) and Deseq2 (Galaxy version 2.11) (39) was used to calculate the fold change and adjusted p-values between samples. A peak was considered to be significantly differentially enriched if it had a greater than 3-fold change between samples, an adjusted p-value < 0.05 and a normalized read count >20 in both of the replicates.

#### Unions of ATAC-Seq Samples

The normalized counts from the Deseq2 analysis were used to determine a set of peaks for each sample. The peaks were filtered to only include sites with a read count >20 resulting in ~30,000 peaks/sample. The union of two samples was generated using the sort and merge function of the BEDtools package (37). The data were visualized as sequence tag density plots and ordered according to the fold change difference in tag density of one sample compared to the other.

#### DNA Sequence Tag Density Profiles

Tag density profiles were produced using the annotatePeaks function of the HOMER package (36). with -hist 10 -ghist -size 2000 as parameters. The peak summit files generated from the union of the ATAC-seq samples and the bedGraph coverage files produced by MACS2 callpeak (Galaxy Version 2.1.1) (34) were used as inputs. Images were visualized using Java Treeview (http://jtreeview.sourceforge.net/).

#### Average DNA Sequence Tag Density Plots

Average ATAC-Seq and ChIP-Seq tag density profiles were generated around the DHS summit using annotatePeaks from the HOMER package (36) with –hist 10 –size 2000 as parameters. The average sequence tag density was plotted for duplicate samples.

#### Annotation and Intersection of Peaks

The closest gene to the peak was determined using the annotatePeaks function of the HOMER package (36). Peak groups were overlapped to generate Venn diagrams using BEDtools v2.26.0 intersect function (37).

#### Motif Discovery

*De novo* DNA motif analysis was performed using the findMotifsGenome.pl function of the HOMER package (36). Motifs were identified +/- 100 bp from the peak summit.

#### Wellington Footprinting of ATAC Data to Identify Occupied TF Motifs

Aligned reads from ATAC-Seq replicates were combined to create a single bam file using the merge function in samtools v1.9 (40). These bam files were then used to plot the positions of the Tn5 integration sites on the forward and reverse strands separately using the dnase_wig_tracks.py function in Wellington, which is part of the pyDNase python package v0.3.0 (41). This tool was run in ATAC-Seq mode by specifying the -A parameter. The resulting tracks were then visualized on the UCSC genome browser (42).

Average ATAC-Seq cut profiles for individual motifs were created by first extracting the positions for each motif in the peak set being considered using the annotatePeaks.pl function in Homer v4.9.1 (36) with the options -m -mbed. The resulting bed file was then filtered to retain only motifs that were found within footprinted regions using the intersect function in bedtools v2.29.2 (37). Footprints were identified using the wellington_footprints.py function in pyDNase, which was run in ATAC-Seq mode using the options -A -fdrlimit -10. The average ATAC-Seq cut profile was then plotted around the footprinted motifs using the dnase_average_profile.py function in pyDNase using the -A parameter.

#### RNA-Seq Data Analyses

Paired-end sequence reads were processed with Trimmomatic (Galaxy version 0.38.0) (43) before alignment to the mouse genome (version mm10) using Hisat2 (Galaxy v2.1.0) (44) with default parameters. Gene expression levels were calculated with htseq-count (Galaxy version 0.9.1) (45) using RefSeq gene models as the reference transcriptome. Adjusted p-values and normalized counts were generated using Deseq2 (Galaxy version 2.11) (39). The log2 expression levels were calculated from the average of the normalized counts and the log2 FC between samples determined from these values. A gene was considered to be significantly differentially expressed if it had a greater than 3-fold change between experimental conditions, and an adjusted p-value < 0.05. 

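The deposited count files hold 18 libraries, and their total counts over genes were set beside the reads and mapped reads that the paper's Table 2 gives for each library. With M28 replicate 1 left aside, the total count was between 15.1% (TN replicate 2) and 59.6% (CXCR5+ve replicate 3) of the mapped reads of Table 2, with a median of 34.2%. In these libraries the mapped reads of Table 2 were between 88.1% and 95.8% of its reads. For M28 replicate 1, Table 2 gives 33360739 reads and 3150331 mapped reads, or 9.44%, while the count file of that library holds 10865481 counts, more than the mapped reads. The depths given beside the conclusions are the total counts of the files.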

The statistics for RNA-Seq read counts are shown in **Table 2**.

**Table 2:** Summary of statistics for RNA-Seq data.

Samples	Read count	Mapped reads
N1	41708821	38753290
N2	26210529	24937718
N3	40189419	38236520
M28_1	33360739	3150331
M28_2	49159947	44957133
M28_3	20466143	19511654
M56_1	21657845	20588197
M56_2	21089217	20098353
M56_3	22704067	21612454
M28Ag_1	73075749	69382406
M28Ag_2	48663357	45860315
M28Ag_3	16508204	15822670
CXCR5neg_1	32335684	28473099
CXCR5neg_2	19723427	18651578
CXCR5neg_3	31192312	29610572
CXCR5pos_1	20604093	18708539
CXCR5pos_2	43553731	41214422
CXCR5pos_3	45222585	42356577

#### KEGG Pathway Analysis

Kyoto Enyclopedia of Genes and Genomes (KEGG) pathway analysis was conducted using the ClueGO package v2.5.7 (46) in Cytoscape v3.8.2 (47). This was done using a right-sided (enrichment) test and p-values were corrected for multiple testing using the Benjamini-Hochberg method. A pathway was deemed to be significantly enriched if it had an adjusted p-value < 0.05.

#### Public Datasets

All genome-wide sequencing data generated in this study are available *via* GEO accession number GSE165348. Previously published data sets are available as follows:

ChIP-seq - TCF-1 thymocytes: GSE46662 (48).
ChIP-seq -T-BET Th1: GSE40623 (49).
ChIP-seq -JUNB TB PI (PMA+ Calcium ionophore A23187), ETS1 TB, RUNX1 TB, RUNX1 TB PI and gene expression microarray data - CD4 Naïve, Naïve PI, Memory and Memory PI: GSE67465 (3).
DNase-seq – TB IL-2, TB IL-2nil, ATAC-seq – TM Il7r^f/f,^TM CD4Cre Il7r^f/f^ and RNA-seq TB IL-2, TB IL-2nil: GSE147294 (5).

## Results

### The Memory T Cell Chromatin Signature Is Established Within 7 of a Single Episode of Acute Infection

The aim of this study was to decipher the gene regulatory networks and chromatin signatures associated with the initial acquisition and long-term maintenance of immunological memory in 2W1S-specific TM cells, and with the recall response of TM cells re-challenged with the 2W1S peptide. We performed detailed genome-wide analyses of 2W1S-specific TM cells at the peak of the T cell response after 7 days, and then again at 28 and 56 d post-infection when the primary response and the infection had resolved and memory populations established (M7, M28 and M56), in parallel with TM cells harvested at days 28 and 56 but 3 hours after a second challenge with Ag (**Figure 1A**). Due to the tiny numbers of 2W1S-specific TN cells present in the first few days of the infection it was not possible to examine the initial Ag-inducible responses during blast cell transformation. Previous studies of BL6 mice estimated an average of just 190 2W1S-specific CD4 TN cells per mouse (31), making such analyses impractical.

**Figure 1:**
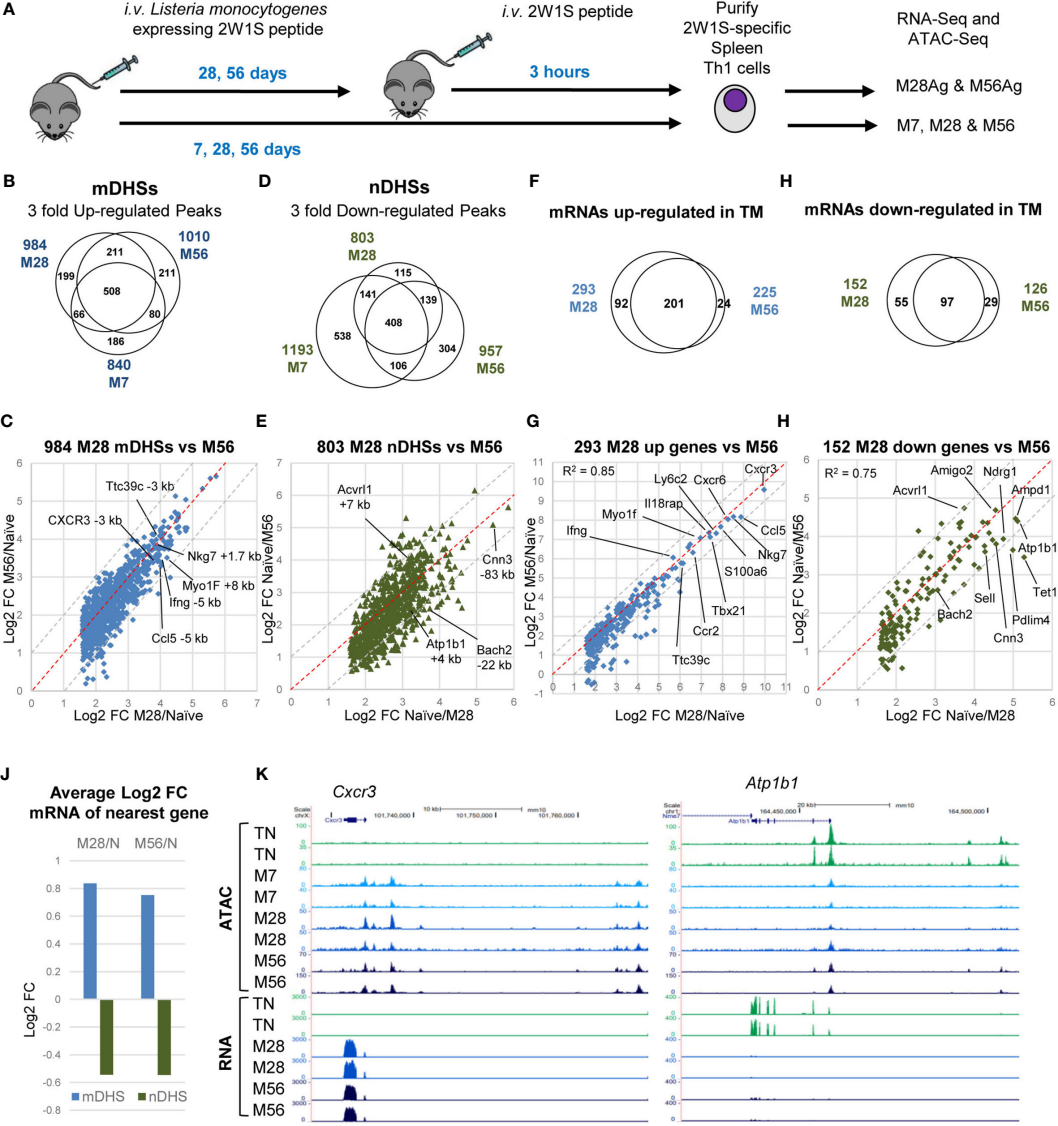
Establishment and maintenance of immunological memory in Th cells. **(A)** Protocol for the immunization of mice with Lm-2W1S. **(B–E)** Deseq2 analyses of duplicate ATAC-seq samples showing peaks which were either 3-fold up-regulated **(B, C)** or 3-fold down-regulated **(D, E)** (adj p<0.05) in M7, M28 or M56 compared to naïve CD4+, CD62L low T cells. **(F–I)** Deseq2 analyses of triplicate RNA-Seq samples showing genes which were either 3-fold up-regulated **(F, G)** or 3-fold down-regulated **(H, I)** (adj p<0.05) in M7, M28 or M56 compared to naïve CD4+, CD62L low T cells. The red dashed lines represent the equivalence points. The grey dashed lines indicate the boundaries of values that are 2-fold different. **(J)** Average log2 fold change in gene expression for genes adjacent to mDHSs or nDHSs. **(K)** UCSC browser screen shots of ATAC-seq and RNA-Seq data for the TM-specific *Cxcr3* gene and the TN-specific *Atp1b1* gene.

To identify potential gene regulatory elements associated with immunological memory, we performed genome-wide sequencing assays of transposase-accessible chromatin (ATAC-Seq) (50). Principle component analysis of all of the ATAC data confirmed that the replicates were highly reproducible and suggested that the differences between M7, M28 and M56 were actually quite modest, with these three groups clustering closely together (**Supplementary Figure 1A**). By far the biggest differences were seen in the responses to Ag stimulation for M28Ag and M56Ag compared to non-stimulated cells.

We defined the subset of DHSs which represent immunologically primed DHSs in TM cells (mDHSs) by very rigid criteria on the basis that the average signal of the ATAC peak in M7, M28 or M56 was at least 3-fold the average value of the peak in TN with a p value of less than 0.05. In addition the peaks were filtered to have at least 20 reads in each of the 2 replicates. These analyses revealed 840 M7 ATAC peaks, 984 M28 ATAC peaks 1010 M56 ATAC peaks that were at least 3-fold greater than in TN CD4 T cells, with 508 of these mDHSs being defined by the same strict criteria in all three subsets (**Figure 1B**). Once formed at day 7, these mDHSs were remarkably persistent. Although 186 of the M7 mDHSs were not strictly defined as mDHSs in M28 and M56, they still retained a higher signal than TN at these DHSs in M28, with all except 17 DHSs being at least 2-fold higher than TN in either M28 or M56 (**Supplementary Table 1**). Furthermore, some of these transiently appearing mDHSs were detected at day 7 only by virtue of the fact that M7 cells still retained a faint activation signature from the primary infection at day 7, which subsided by day 28. For example, one weak M7-restricted mDHS located between the *Txnl4a* and *Hsbp1l1* genes was also clearly a strongly induced iDHS that recruits AP-1 and T-bet in stimulated T cells (**Supplementary Figure 2A**). KEGG pathway analysis of the genes linked to the 508 consistently identified mDHSs revealed a strong link to cytokines, cytokine and TCR signalling, and Th cell differentiation (**Supplementary Table 2**). A subset of these genes and pathways were also identified linked to the M7-specific mDHSs, including *Ifng*, *Il10*, *Il21*, and *Rora*, whereas *Il1b* and *Maf* were linked in M7 only.

By day 28, the mDHSs had largely stabilized whereby the fold increases in ATAC signals mostly remained the same within a factor of 2 at day 56 (grey dashed lines, **Figures 1B, C**). Of the 984 mDHSs detected as 3-fold higher at day 28, 820 still had an ATAC signal 3-fold higher than TN at day 56 (83%) and 959 peaks (97.5%) were still at least 2-fold higher (**Supplementary Table 1**). These highly stable mDHSs included peaks which had increased by at least 10-fold relative to TN at archetypal Th1 immune response genes including *Ifng*, *Cxcr3, Nkg7* and *Ccl5* (**Figure 1C**). The biggest differences between the three mDHS subsets were seen in the direct comparisons between the signals seen at day 28 or day 56 and the signal seen at day 7, whereby some ATAC signals continued to increase after day 7 (**Supplementary Figure 1C**). However, even then, no ATAC signals were more than 3-fold higher at either day 28 or day 56 than at day 7 (**Supplementary Table 1**).

In parallel with the establishment of mDHSs, similar numbers of TN-specific ATAC peaks (nDHSs) were lost during the acquisition of immunological memory (**Figures 1D, E** and **Supplementary Figure 1B**) at genes including *Cnn3*, *Bach2, Atp1b1* and *AcvrI1* (**Figure 1E**). The loss of sites at the *Bach2* locus is significant because it represents the suppression of a pathway that inhibits TCR-inducible AP-1 activity (24). Some of these sites continued to diminish with time, as the signals were lower in M28 and M56 than in M7 (**Supplementary Figure 1D**, **Supplementary Table 1**). In addition, 47% of the nDHSs (538/1153) which were suppressed at day 7 represented transient changes, most likely again due to the persistence of a weak activation signature at day 7, as they had increased in magnitude again by day 28 (**Figure 1D**). For example, several weak DHSs at the *Adarb2*/*Wdr37* locus were defined as nDHSs in M7, reappeared in M28 and M56, but were then suppressed by Ag in M28Ag and M56Ag (**Supplementary Figure 2B**). Two of these nDHSs bind either TCF-1 or ETS1.

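The RNA-Seq libraries came from TN cells, sorted as CD44 low CD4 T cells, and from M28 and M56 cells, which are CD44 high CD4 T cells that bound the 2W1S:Ab tetramer and were sorted from the spleen 28 and 56 days after infection with Lm-2W1S. Lm-2W1S is an attenuated strain of Listeria monocytogenes that expresses the 2W1S peptide. The mice were C42 mice, a line on a C57BL/6 background with a fragment of the human IL3/CSF2 locus. For cells that bind the tetramer the methods describe enrichment with magnetic beads before the sort, and for TN cells they give the sort markers. cDNA was amplified with the Smart-Seq v4 kit, and Nextera XT libraries were sequenced as paired ends. The authors trimmed the reads with Trimmomatic, aligned them to mm10 with Hisat2 and counted them on RefSeq genes with htseq-count. Each deposited file holds the whole-number counts of 35976 genes in 1 library, without normalization. The total count per library was between 3774812 and 12486124 in TN (median 11351669), between 6805674 and 13424310 in M28 (median 10865481) and between 6620147 and 7390974 in M56 (median 7043736).
The methods give 3 biological replicates per group. Replicates 1 and 3 of M28 differed by little more than the sampling noise. The chi-square statistic of their counts over genes was 1.30 per degree of freedom, against 17.3 to 118 in the 16 pairs of libraries within groups that were kept apart. The counts of these libraries were therefore added and taken as 1 sample, so that n = 2 in M28 and n = 3 in TN and in M56. Counts were normalized by edgeR's TMM method, and the 6 groups of RNA-Seq libraries were fitted together with edgeR's quasi-likelihood test over the 13379 genes kept by edgeR's filterByExpr. A gene was called when its adjusted p (Benjamini-Hochberg) was under 0.05, its mean normalized count changed more than 3-fold after 10 was added to both means, and the higher mean was over 150. The 3-fold and adjusted p thresholds are those of the paper's methods, while the added 10 and the minimum of 150 are the ones that the values of the paper's Table S3 follow. Log2 fold changes are on this scale of log2(mean normalized count + 10), which understates the change of genes with low counts. Their standard errors come from the spread between samples. Intervals and limits drawn from counts cover counting error only, since the reads carry no molecular identifiers.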

To correlate the most stable changes in chromatin accessibility with changes in gene expression we performed parallel analyses of RNA-Seq data for M28 and M56 relative to TN (**Figures 1F–I** and **Supplementary Table 3**). These analyses identified consistent changes in 201 genes that were upregulated and 97 genes that were downregulated in M28 and M56 compared to TN. 

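By these criteria 220 genes were higher and 64 lower in M28 than in TN, and 191 were higher and 69 lower in M56 than in TN. Of these, 167 were higher and 38 lower in both comparisons. The genes whose higher mean was over 150 numbered 8128 in the comparison of M28 with TN and 8042 in that of M56 with TN. Both comparisons use the same TN libraries, so 20 simulations drew the TN, M28 and M56 libraries of each gene around its mean in TN, so that the groups were unchanged and shared the error of TN. No gene was called in them, so the same numbers of genes were taken by the smallest p in each direction, and 34 to 49 of the higher and 2 to 10 of the lower genes were shared. With all samples kept, the alternative that moved the numbers of lower genes most was testing without edgeR's filter on low counts, with 163 genes lower in M28, 144 in M56 and 107 in both. With M28 replicate 2 left out, 25 genes were lower in M28 and 20 in both, and with the M28 sample of replicates 1 and 3 left out 93 were lower in M28. With M56 replicate 3 left out, 43 genes were lower in M56.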

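On the scale of log2(mean normalized count + 10), the largest fall among the called genes in both comparisons was that of Igfbp4, from 11693 ± 654 (SD, n = 3) in TN to 31.1 ± 39.1 (SD, n = 2) in M28 and 3.30 ± 4.58 (SD, n = 3) in M56. Igfbp4 had log2 fold changes of -8.15 (standard error 0.97, adjusted p = 7.9e-04) and -9.78 (standard error 0.29, adjusted p = 7.5e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the genes called lower in M28, the log2 fold changes of M56 followed those of M28 with an R2 of 0.842 across genes, which are not independent replicates, against a median of 0.187 and a highest value of 0.434 in the simulations of unchanged groups with shared TN libraries. Those simulations hold no real change, so they address the error of shared TN libraries and not how stable the falls were. The R2 over the genes called lower in M28 was 0.484 without the M28 sample of replicates 1 and 3. The falls of 55 of these genes (85.9%) differed by less than 2-fold between M56 and M28. Over all 64 genes called lower in M28 the fall of 52 (81.2%) was smaller in M56. In simulations with M28 and M56 drawn around 1 mean, this share was 61.1% to 79.1% of the 89 to 127 genes called lower. The median difference was 0.402, within the 0.117 to 0.409 of these simulations. The share thus lay above all of these simulations, while the median difference lay within them, near their upper end. The simulations also called more genes lower than the 64 called here. They therefore cannot decide whether the falls became smaller by day 56.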

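Cxcr3, which encodes a chemokine receptor, had a mean normalized count of 13286 ± 2394 (SD, n = 2) in M28, 9834 ± 303 (SD, n = 3) in M56 and 3.06 ± 4.56 (SD, n = 3) in TN. Its log2 fold change over TN was 9.99 (standard error 0.34, adjusted p = 6.3e-11) in M28 and 9.56 (standard error 0.29, adjusted p = 8.1e-11) in M56, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccl5 lies on chromosome 11, 83525778 to 83530518 of GRCm38 (mm10), where its span overlaps that of the RefSeq gene Gm32650. Its mean normalized count was 19298 ± 14450 (SD, n = 2) in M28, 9909 ± 3013 (SD, n = 3) in M56 and 24.7 ± 26.6 (SD, n = 3) in TN, and its log2 fold changes were 9.12 (standard error 1.00, adjusted p = 3.2e-05) and 8.16 (standard error 0.69, adjusted p = 5.2e-05) by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Ifng (chromosome 10, 118441046 to 118445894) was at 638 ± 62.3 (SD, n = 2) in M28, 869 ± 519.5 (SD, n = 3) in M56 and 3.27 ± 5.67 (SD, n = 3) in TN. Ifng had log2 fold changes of 5.61 (standard error 0.37, adjusted p = 5.2e-04) and 6.05 (standard error 0.61, adjusted p = 2.5e-04) by that edgeR test (Benjamini-Hochberg).

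**Figure D1:**
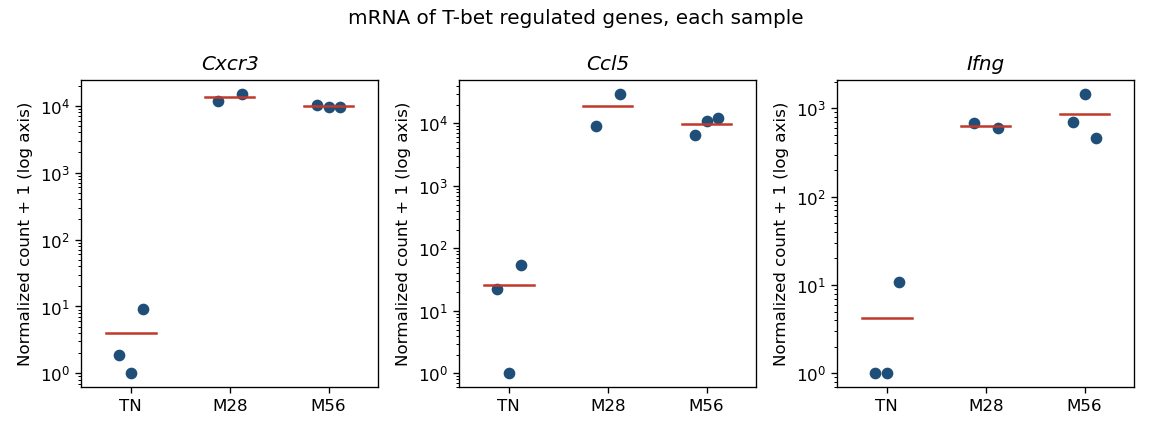
Normalized counts + 1 (log axis) of Cxcr3, Ccl5 and Ifng in each sample of TN, M28 and M56. Points are samples, with M28 replicates 1 and 3 as 1 point, and red lines are group means of the count + 1. For each gene all samples of M28 and M56 lie above those of TN, and the mean count of Cxcr3 is 3.06 in TN, 13286 in M28 and 9834 in M56.

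Between day 28 and day 56 none of these genes passed the test, although for Cxcr3 the samples did not overlap and those of M56 lay below those of M28. The log2 fold change of M56 over M28 was -0.43 (standard error 0.19) for Cxcr3, -0.96 (standard error 0.80) for Ccl5 and 0.44 (standard error 0.50) for Ifng, each with an adjusted p of 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives tried the adjusted p of this test stayed between 0.767 and 1 for Cxcr3 and between 0.909 and 1 for Ifng, while that of Ccl5 was 0.00376 by edgeR with Benjamini-Hochberg adjustment when no filter on low counts was applied, within 0.00376 to 1 over the alternatives. For Ccl5 the sign rests on 1 library, since the value was 0.13 without M28 replicate 2. Likewise it was -0.14 for Ifng without M56 replicate 2. Over the genes called higher in M28, the log2 fold changes of M56 followed those of M28 with an R2 of 0.913 across genes, which are not independent replicates. In the simulations of unchanged groups with shared TN libraries, the R2 over these genes had a median of 0.221 and a highest value of 0.290. Those simulations hold no real change, so they address the error of shared TN libraries and not the stability of the genes called higher in M28. The log2 fold changes of 204 of these genes (92.7%) differed by less than 2-fold between M56 and M28, and over all 220 genes called higher in M28 176 (80.0%) had a smaller one in M56, with a median difference of -0.24. These genes were chosen by their change in M28, and in 20 simulations with M28 and M56 drawn around 1 mean the change in M56 was smaller for 58.5% to 69.6% of the genes called, with a median difference of -0.20 to -0.080. Both observed values lay beyond the range of these simulations. Compared directly, 0 genes differed between M56 and M28 at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 377 genes at an unadjusted p under 0.05. DESeq2 gave 0 and 510, and the edgeR test without its filter on low counts gave 49 and 667, of which 20 were called.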

The magnitude of increase in mRNA values also remained remarkably consistent from day 28 to day 56 for genes including *Ifng*, *Cxcr3*, and *Ccl5*, which are known to be regulated by T-bet in Th1 cells (**Figure 1G**), and where parallel chromatin changes were observed (**Figure 1C**). The expression of the genes *Cnn3*, *Bach2, Atp1b1* and *AcvrI1* also decreased in parallel with the loss of nDHSs (**Figures 1E, I**). 

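Atp1b1 had a mean normalized count of 1899 ± 68.0 (SD, n = 3) in TN, 41.8 ± 18.2 (SD, n = 2) in M28 and 82.7 ± 36.3 (SD, n = 3) in M56. Its log2 fold changes over TN were -5.20 (standard error 0.36, adjusted p = 2.5e-05) in M28 and -4.36 (standard error 0.33, adjusted p = 1.7e-05) in M56 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cnn3 (chromosome 3, 121426541 to 121458205 of GRCm38) was at 1117 ± 221 (SD, n = 3) normalized counts in TN, with log2 fold changes of -4.54 (standard error 0.39, adjusted p = 1.9e-05) and -3.88 (standard error 0.36, adjusted p = 1.2e-05) by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Bach2 (chromosome 4, 32238413 to 32586109), whose annotated span overlaps the RefSeq gene Bach2os, was at 1244 ± 187 (SD, n = 3) in TN, 135 ± 32.3 (SD, n = 2) in M28 and 201 ± 42.6 (SD, n = 3) in M56. Bach2 had log2 fold changes of -3.11 (standard error 0.26, adjusted p = 4.6e-04) and -2.57 (standard error 0.21, adjusted p = 5.1e-04) by that edgeR test (Benjamini-Hochberg). Acvrl1 (chromosome 15, 101128522 to 101145336) was at 834 ± 13.2 (SD, n = 3) in TN, 48.8 ± 21.3 (SD, n = 2) in M28 and 22.5 ± 17.6 (SD, n = 3) in M56, log2 fold changes of -3.84 (standard error 0.37, adjusted p = 0.0132) and -4.70 (standard error 0.45, adjusted p = 8.8e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fall of Acvrl1 in M28 needs both M28 samples, as its adjusted p by the same edgeR quasi-likelihood test (Benjamini-Hochberg) was 0.186 without M28 replicate 2 and 0.0719 without the M28 sample of replicates 1 and 3, within a range of 1.1e-08 to 0.186 over all the alternatives tried. The falls of these genes were called in both comparisons.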

Strongly down-regulated genes included the archetypal TN-associated gene *Sell* encoding for L-Selectin (CD62L) that functions to localise T cells in lymph nodes (51). Globally there were substantial changes in mRNA levels for genes associated with either mDHSs or nDHSs (**Figure 1J**). 

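The genes nearest to mDHSs were taken from the paper's Table S1, of which the copy used lists 983 of the 984 mDHSs of M28, so that no set test was run on them. These mDHSs name 763 distinct nearest genes, and 753 of them are in the count files. Over these genes, tested or not, the mean log2 fold change over TN was 0.66 (SD 0.0657 between the M28 samples, n = 2) in M28 and 0.60 (SD 0.0463, n = 3) in M56. The mean over all tested genes was -0.01 in both comparisons. In M28, 444 of these genes had a higher mean than in TN and 205 a lower one, and 66 were called higher and 1 lower. In M56 the corresponding numbers were 435 and 218, with 57 called higher and 2 lower. A pseudocount of 1 in place of 10 moved the mean most, to 0.90 in M28 and 0.84 in M56. The positions of the mDHSs come from the paper's ATAC-Seq data, and the genes nearest to nDHSs were not analysed here.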

Examples of ATAC-Seq and RNA-Seq data are depicted for the TM-specific *Cxcr3* gene and the TN-specific *Atp1b1* gene (**Figure 1K**).

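Cxcr3 lies on chromosome X, 101731535 to 101734147 of GRCm38 and overlaps no other gene of the annotation. Its normalized counts in single samples were 0.9, 0 and 8.3 in TN, 11593 and 14978 in M28 and 10179, 9711 and 9613 in M56. With each replicate left out in turn, the log2 fold change of Cxcr3 in M28 over TN stayed between 9.78 and 10.29. Atp1b1 lies on chromosome 1, 164437099 to 164458355, and its annotated span overlaps that of Nme7, so that reads from the shared part are uncertain between the genes. Its normalized counts were 1944, 1931 and 1821 in TN, 54.7 and 29 in M28 and 124, 70 and 54.4 in M56. The log2 fold change of Atp1b1 in M28 over TN stayed between -5.60 and -4.87 with each replicate left out.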

### The Acquisition of Immunological Memory Is Associated With Changes in Gene Regulatory Networks

To investigate the underlying basis of the TM and TN gene regulatory networks we performed HOMER *de novo* DNA motif-finding analyses of the TM-specific mDHSs detected in M28 and the TN-specific nDHSs that were lost in M28 (**Figures 2A, B**). The Th-specific mDHSs were enriched for binding sites for the Th1 lineage-defining factor T-bet (*Tbx21*), and for the constitutively expressed factors ETS-1 and RUNX1 that function globally to support immunological memory in bulk TM cells (3). These sites were also enriched for the inducible TF motif for AP-1 which may be one of the factors needed to initially open up mDHSs during the acute phase of infection (3). The nDHSs were characterized by TCF/LEF motifs, consistent with a shutdown of the *Lef1*/*Tcf7* (TCF-1)-associated TN program when naïve T cells are transformed to effector T cells. 

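Tbx21, which encodes T-bet (chromosome 11, 97098007 to 97115331 of GRCm38), had a mean normalized count of 2799.8 ± 357 (SD, n = 2) in M28, 2229 ± 264 (SD, n = 3) in M56 and 6.05 ± 5.45 (SD, n = 3) in TN. Its log2 fold changes over TN were 7.45 (standard error 0.31, adjusted p = 1.2e-09) and 7.12 (standard error 0.30, adjusted p = 1.4e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Jun (chromosome 4, 95049036 to 95052222) was at 97.9 ± 14.7 (SD, n = 3) in TN, 4597 ± 849 (SD, n = 2) in M28 and 3816 ± 927 (SD, n = 3) in M56, log2 fold changes of 5.42 (standard error 0.22, adjusted p = 2.4e-04) and 5.15 (standard error 0.23, adjusted p = 2.5e-04) by the same edgeR quasi-likelihood test (Benjamini-Hochberg).
The means of Fos, Fosb and Junb were also higher in M28 and M56 than in TN, but their adjusted p stayed above 0.05. Fos was at 62.0 ± 8.42 (SD, n = 3) in TN, 1659 ± 699 (SD, n = 2) in M28 and 1686 ± 1512 (SD, n = 3) in M56, log2 fold changes of 4.54 (standard error 0.44, adjusted p = 0.124) and 4.56 (standard error 0.75, adjusted p = 0.114) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Those of Junb were 2.47 (standard error 0.47, adjusted p = 0.154) and 3.05 (standard error 0.43, adjusted p = 0.0696) by the same edgeR quasi-likelihood test (Benjamini-Hochberg). For Fosb, with a mean of 71.4 ± 48.1 (SD, n = 2) in M28, they were 2.69 (standard error 0.63, adjusted p = 0.0532) and 1.85 (standard error 0.51, adjusted p = 0.116) by that edgeR test (Benjamini-Hochberg). In M28 its adjusted p was 0.0477 without M28 replicate 1 by the same edgeR quasi-likelihood test (Benjamini-Hochberg), within 4.7e-04 to 0.334 over the alternatives tried. With DESeq2 in place of edgeR, the Benjamini-Hochberg adjusted p of Fos was 0.00494 in M28 and 0.00106 in M56. DESeq2 gave a Benjamini-Hochberg adjusted p of 0.00387 for Junb in M56, within 3.7e-45 to 0.224 over the alternatives. Over all alternatives the adjusted p of Fos ranged from 5.3e-63 to 0.317 in M28 and from 1.0e-67 to 0.292 in M56, by edgeR or DESeq2 with Benjamini-Hochberg adjustment. Outside the AP-1 genes, 11 other immediate early genes had a median log2 fold change over TN of 0.72 in M28 and 0.96 in M56.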

Analyses of gene expression for transcription factors (TFs) linked to the differentially regulated motifs (**Figure 2C**) indicated that *Tbx21*, and the AP-1 genes *Jun*, *Junb*, *Fos* and *Fosb* were all upregulated in M28 and M56 Th memory T cells as well as in data from purified bulk naturally arising CD4 memory T cells analysed in a previous study, which had been defined as “memory phenotype” on the basis of being CD4 and CD44 positive but CD62L negative (3). 

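Lef1 (chromosome 3, 131110297 to 131224357 of GRCm38) had a mean normalized count of 15193 ± 622 (SD, n = 3) in TN, 4627 ± 303 (SD, n = 2) in M28 and 4952 ± 321 (SD, n = 3) in M56. Its log2 fold changes over TN were -1.71 (standard error 0.07, adjusted p = 1.9e-05) and -1.62 (standard error 0.06, adjusted p = 6.0e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In M56 the fall lay near the 3-fold threshold and missed it without TN replicate 3 or M56 replicate 2, with log2 fold changes of -1.57 and -1.56. Id2 (chromosome 12, 25093799 to 25096092) was at 1475 ± 360.4 (SD, n = 3) in TN, 10745 ± 3259 (SD, n = 2) in M28 and 7574 ± 1492 (SD, n = 3) in M56, log2 fold changes of 2.86 (standard error 0.37, adjusted p = 5.5e-07) and 2.35 (standard error 0.26, adjusted p = 2.3e-06) by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Tcf7, which encodes TCF-1, did not change beyond the spread between samples, with 13859.5 ± 1378 (SD, n = 3) normalized counts in TN, 16492 ± 4583 (SD, n = 2) in M28 and 11308 ± 2566 (SD, n = 3) in M56. Tcf7 had log2 fold changes of 0.25 (standard error 0.30, adjusted p = 0.562) and -0.29 (standard error 0.21, adjusted p = 0.462) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the sign in M28 changed without the M28 sample of replicates 1 and 3, with a value of -0.07.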

The loss of the TN program was reflected by down regulation of *Lef1* and upregulation of *Id2*, an inhibitor of HLH family proteins (**Figure 2C**), which may account for the decrease in nDHSs containing E-Box motifs for HLH TFs (**Figure 2B**). These changes in mRNA were also reflected in changes in the ATAC profiles at the *Tbx21* and *Lef1* loci (**Figure 2D**).

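In single samples, the normalized counts of Tbx21 were 0, 7.6 and 10.6 in TN, 2547 and 3052 in M28 and 2275, 1944 and 2467 in M56, and neither Tbx21 nor Lef1 overlaps another gene of the annotation. Those of Lef1 were 14625, 15096 and 15857 in TN, 4842 and 4413 in M28 and 5064, 4590.4 and 5203 in M56. With each replicate left out in turn, the log2 fold change of M28 over TN stayed between 7.20 and 7.66 for Tbx21 and between -1.78 and -1.64 for Lef1. The ATAC-Seq profiles of these loci were not analysed here. In the paper, the fall of Lef1 and the rise of Id2 reflect the loss of the TN program. From the rise of Id2, an inhibitor of HLH proteins, it proposes an account of why nDHSs with E-box motifs became fewer.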

**Figure 2:**
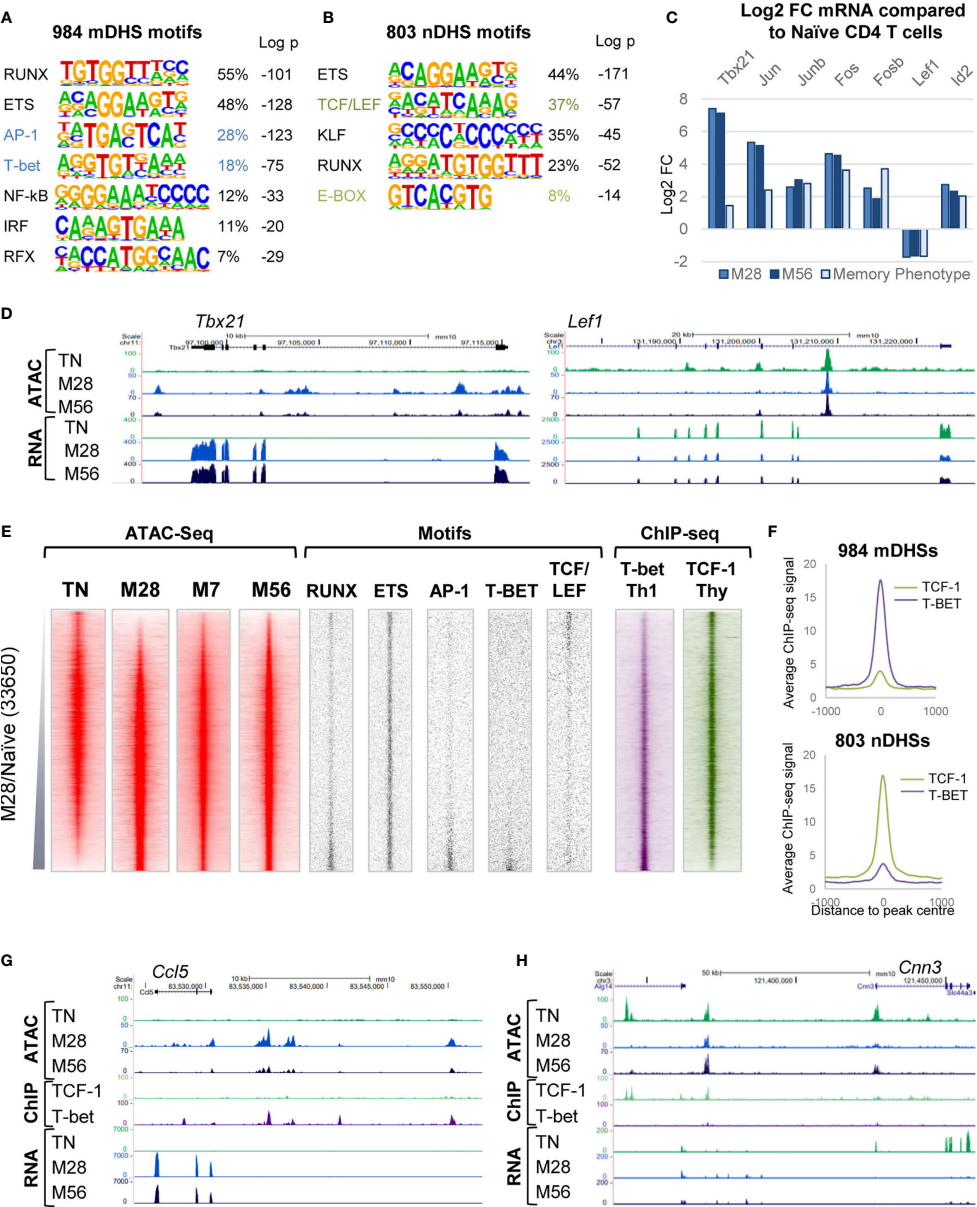
Gene regulatory networks associated with immunological memory in T cells. **(A, B)** HOMER *de novo* DNA motif analyses of TF motifs that are enriched in mDHSs that are gained **(A)** or nDHSs that are lost **(B)** during the acquisition of immunological memory. **(C)** Log2 values of the fold change (FC) in mRNA expression of TF genes associated with motifs enriched in the mDHSs and nDHSs. Data are shown for M28 or M56 TM cells relative to TN and for previously published microarray data for CD4 memory phenotype cells compared to naïve T cells (3). **(D)** UCSC browser screen shots of ATAC-seq and RNA-Seq data for the TM-specific *Tbx21* gene and the TN-specific *Lef1* gene. **(E)** Global analyses of all DHSs present in either TN or M28 TM cells (replicate 1), ranked according to fold increase in ATAC-seq signal. Shown alongside on the same coordinates are ATAC-seq signals for M7 and M56 TM cells (replicate 1), TF motifs associated with mDHSs and nDHSs, and published ChIP-Seq data for T-bet in Th1 cells (49) and TCF-1 in thymocytes (48). **(F)** Average TCF-1 and T-bet ChIP-Seq profiles for the mDHSs and nDHSs as displayed in **(E)**. **(G, H)** UCSC browser screen shots of ATAC-seq, ChIP-Seq and RNA-Seq data for the TM-specific *Ccl5* gene **(G)** and the TN-specific *Cnn3* gene **(H)**.

Global analyses of ATAC and TF DNA motif profiles were performed for all DHSs present in either TN or M28, ranked according to their relative ATAC-seq signals, and displayed alongside the ATAC signals for the same DNA elements in M7 and M56 cells (**Figure 2E**). These data confirmed that the TM-specific mDHSs were enriched for RUNX, ETS, AP-1 and T-bet motifs, whereas the naïve-specific nDHSs were enriched for ETS and in TCF/LEF motifs. Parallel analyses of published chromatin immunoprecipitation (ChIP) data for T-bet in Th1 cells (49), and for TCF-1 in thymus derived naïve T cells (48), confirmed binding of T-bet to the mDHSs and TCF-1 to the nDHSs (**Figures 2E, F**). Examples of these patterns of regulation are depicted for T-bet binding to TM-specific *Ccl5* (**Figure 2G**) and for TCF-1 binding to TN-specific *Cnn3* (**Figure 2H**).

To find indirect evidence that the above motifs were potentially occupied by the predicted families of TFs, we reanalysed the ATAC data using the Wellington footprinting algorithm (41) to plot average profiles of TF motifs. For this purpose we combined the ATAC replicates and plotted the cumulative merged ATAC profiles on the forward and reverse strand sequence reads for the ATAC profiles centred over each motif, to generate average profiles for the mDHSs and nDHSs in both TM and TN (**Supplementary Figure 3**). For the 984 mDHSs, these data revealed strong protection of ETS motifs, and modest protection of AP-1, T-bet and TCF/LEF motifs in TM cells, whereas these footprints were not seen in TN cells where the DHSs were absent. For the 803 nDHSs, these data revealed strong protection of ETS and TCF/LEF motifs, and poor protection of AP-1and T-bet motifs in TN cells, whereas these footprints were not seen in TM cells where the ATAC signal was much lower.

### Lm-2W1S-Specific Memory T Cells Respond Robustly to Re-Exposure to 2W1S

We next investigated the relationships between epigenetic priming in M28 and M56, and the responses of these cells to a second challenge with Ag. M28 and M56 mice were injected *i.v.* with the 2W1S peptide 3 hours prior to purification of 2W1S-specific T cells (**Figure 1A**). 

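RNA-Seq libraries of M28 cells after this challenge (M28Ag) were made from C42 mice that received 100 μg of 2W1S peptide and 2.5 μg of LPS 28 days after infection, and the cells were purified as for M28. Both were injected together, so that a response to LPS is part of the comparison of M28Ag with M28. The total count per library was between 5818443 and 24772854, with a median of 15962043. As in M28, replicates 1 and 3 of M28Ag differed by little more than the sampling noise, with a chi-square statistic of 1.29 per degree of freedom. Their counts were added and taken as 1 sample, so that n = 2 in both groups. The counts were made, normalized and tested as for M28 and TN, and 6042 genes had an adjusted p under 0.05 between M28Ag and M28 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The genes called higher in M28Ag took 44.3% and 46.6% of all counts in its samples, and between 9.27% and 11.5% in the samples of the other groups. The genes called lower took 2.35% and 2.36%, against 22.0% to 25.4%. A change of this extent moves the share of every gene, and the TMM factors that adjust for it were 0.694 and 0.709 in M28Ag, against 0.973 to 1.14 in the other groups. After this adjustment the median log2 fold change was 0.15 over the tested genes whose higher mean was over 150 and -0.19 over all tested genes, and changes in M28Ag are given relative to the TMM scale. RNA-Seq data of M56 cells after a second challenge were not analysed here.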

1538 genes were at least 3-fold upregulated by this *in vivo* stimulation (red dots, **Figure 3A**, **Supplementary Table 3**). 

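Between M28Ag and M28, 1401 genes were called higher. Their median normalized count was 405 in M28, 2301 in M28Ag and 424 in TN. The alternative that moved this number most was leaving out M28 replicate 2, with 1277 genes called. On the log2(mean normalized count + 10) scale the largest rises were those of Il2, Il10 and Lif. Il2 (chromosome 3, 37120713 to 37125954 of GRCm38) was at 31.4 ± 18.2 (SD, n = 2) in M28 and 67055 ± 6103 (SD, n = 2) in M28Ag, a log2 fold change of 10.66 (standard error 0.46, adjusted p = 4.6e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lif, with 1 count over the M28 libraries, was at 10319.9 ± 821 (SD, n = 2) in M28Ag, a ratio of 30756 with a 95% counting interval from 5520.0 to 1214780. Without M28 replicate 2 this ratio was 17931, and without the M28 sample of replicates 1 and 3, which held that count, Lif was at least 4275-fold higher. In simulated data with 200 of 13379 genes changed 6-fold, this comparison of 2 samples with 2 recovered 181 of the changed genes (90.5%) and called 5 unchanged ones. Equal numbers of genes rose and fell in these simulated data, so they do not test the scaling under a change as wide as that of M28Ag.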

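The levels of the Ag-induced genes in cells without Ag were compared between M28 and TN. Of the 1401 genes, 1205 (86.0%) had means within 2-fold of each other in M28 and TN. The mean was more than 2-fold higher in M28 for 122 genes and more than 2-fold lower for 74. The median log2 fold change of M28 over TN was -0.03, with quartiles of -0.39 and 0.31. Among all 8198 tested genes with a mean over 150 in M28Ag or M28, 88.2% were within 2-fold. With each replicate left out, the share of Ag-induced genes was between 79.8%, without the M28 sample of replicates 1 and 3, and 87.8%, without M28Ag replicate 2.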

Strikingly, most of these inducible genes were maintained in homeostasis at the same levels in both TN and M28 in the absence of stimulation (black dots, **Figure 3A**). The exceptions to this were the 77/1538 genes (5%) that were already 3-fold upregulated in M28 relative to TN, and were then further upregulated by at least 3-fold by Ag, including genes such as *Tbx21, Gzmb, Ifng, Tnfsf14*, and *Il2* (**Figure 3A**). 30 of these genes were already associated with mDHSs prior to re-stimulation (**Supplementary Table 3**), and many of these Ag-primed genes were previously found to be non-inducible by PMA+ Calcium ionophore A23187 (PI) in TN cells where they lack priming (3). 

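Of the genes called higher in M28Ag than in M28, 34 (2.43%) were also called higher in M28 than in TN, and with each replicate left out this number was between 23 and 43. Of the 7732 tested genes over the minimum mean in both comparisons 1127 and 220 were called, and independent sets of these sizes would share 32.1 genes, so the number was close to that of independent sets. Both comparisons use the M28 libraries, with opposite signs, and in the 20 simulations of unchanged groups, where every difference is noise, the same numbers of genes as called here, taken by the smallest p, shared 0 to 4. Ifng was among the genes called in both and rose to 220562 ± 67479 (SD, n = 2) normalized counts in M28Ag, a log2 fold change over M28 of 8.41 (standard error 0.33, adjusted p = 1.3e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tnfsf14 (chromosome 17, 57189474 to 57194181 of GRCm38) was at 1.76 ± 3.06 (SD, n = 3) in TN, 297 ± 65.0 (SD, n = 2) in M28 and 4147 ± 1225 (SD, n = 2) in M28Ag. Its log2 fold changes were 4.71 (standard error 0.31, adjusted p = 8.5e-07) for M28 over TN and 3.76 (standard error 0.37, adjusted p = 5.5e-06) for M28Ag over M28 by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Gzmb (chromosome 14, 56258836 to 56262334) had no count in the TN libraries and was at 304 ± 161 (SD, n = 2) in M28, at least 289.6-fold higher with 3 counts taken over the TN group. This limit was 175 without TN replicate 1, 155 without TN replicate 3 and 181 without M28 replicate 2. In M28Ag it was at 10811 ± 327 (SD, n = 2), a log2 fold change over M28 of 5.10 (standard error 0.52, adjusted p = 0.0120) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.
The calls of Gzmb depend on single samples. Its adjusted p for M28 over TN was 0.0314 with all samples and became 0.0887 without TN replicate 1, 0.0634 without TN replicate 2, 0.0902 without TN replicate 3, 0.152 without M28 replicate 2 and 0.0616 without the M28 sample of replicates 1 and 3 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, within a range of 2.9e-85 to 0.152 over the alternatives tried. For M28Ag over M28 it became 0.0596 without M28 replicate 2 and 0.0919 without the M28 sample of replicates 1 and 3 by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Tbx21 and Il2 each missed 1 threshold. Tbx21 was at 8113 ± 275 (SD, n = 2) in M28Ag, or 2.89-fold higher than in M28 (log2 fold change 1.53, standard error 0.13, adjusted p = 0.00133 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without M28 replicate 2 its log2 fold change was 1.68, above 3-fold. The mean of Il2 in M28 was under 150, with a log2 fold change over TN of 1.85 (standard error 0.49, adjusted p = 0.00560) by the same edgeR quasi-likelihood test (Benjamini-Hochberg) from 1.47 ± 2.55 (SD, n = 3) in TN. The adjusted p of Il2 was 0.0791 without the M28 sample of replicates 1 and 3 by that edgeR test (Benjamini-Hochberg), within 3.7e-19 to 0.167 over the alternatives.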

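In the opposite direction, 1571 genes were called lower in M28Ag than in M28. Their median normalized count was 532 in M28, 70.2 in M28Ag and 486 in TN. On the log2(mean normalized count + 10) scale the largest falls were those of Fam65b, from 5830.5 ± 614 (SD, n = 2) to 15.0 ± 3.78 (SD, n = 2), of Fam189b and of Myo1f. Their log2 fold changes were -7.87 (standard error 0.19, adjusted p = 1.1e-11), -7.70 (standard error 0.50, adjusted p = 5.5e-10) and -7.58 (standard error 0.49, adjusted p = 9.1e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.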

There were also 1568 genes which were at least 3-fold downregulated after a 3 hour *in vivo* exposure to 2W1S (blue dots, **Figure 3B** and **Supplementary Table 3**). These genes were also mostly maintained at the same levels of expression in TN and M28 cells under homeostatic conditions, (black dots, **Figure 3B**). 

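Of the Ag-suppressed genes, 1291 (82.2%) had means within 2-fold of each other in M28 and TN. The mean was more than 2-fold higher in M28 for 221 genes and more than 2-fold lower for 59, with a median log2 fold change of M28 over TN of 0.18 and quartiles of -0.19 and 0.62. By the criteria of fold, adjusted p and mean count, 102 of them (6.49%) were called higher in M28 than in TN and 12 lower. With no minimum mean count the share within 2-fold was 77.4%.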

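Tcf7 (chromosome 11, 52246527 to 52283383 of GRCm38), whose annotated span overlaps that of Skp1, fell to 705 ± 96.0 (SD, n = 2) normalized counts in M28Ag, a log2 fold change over M28 of -4.53 (standard error 0.31, adjusted p = 7.0e-10) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Il7r (chromosome 15, 9506159 to 9529941) fell from 12284 ± 2638 (SD, n = 2) to 193 ± 60.3 (SD, n = 2), a log2 fold change of -5.92 (standard error 0.37, adjusted p = 1.9e-10) by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Ccr7 fell from 5803 ± 300.4 (SD, n = 2) to 252 ± 98.0 (SD, n = 2), a log2 fold change of -4.47 (standard error 0.39, adjusted p = 1.0e-08) by that edgeR test (Benjamini-Hochberg). The mean of Nkg7 was 13087 ± 7082 (SD, n = 2) in M28, with a wide spread, and 1913 ± 210.2 (SD, n = 2) in M28Ag, a log2 fold change of -2.77 (standard error 0.56, adjusted p = 4.2e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The long noncoding RNA Malat1 had the highest counts of these genes in both groups, 88429 ± 14189.8 (SD, n = 2) in M28 and 21193 ± 1792 (SD, n = 2) in M28Ag, a log2 fold change of -2.06 (standard error 0.18, adjusted p = 0.00769) by the same edgeR quasi-likelihood test (Benjamini-Hochberg). This call of Malat1 depends on single samples, as its adjusted p by that edgeR test (Benjamini-Hochberg) was 0.0541 without M28 replicate 2, 0.0848 without M28Ag replicate 2 and 0.0569 without the M28Ag sample of replicates 1 and 3, within a range of 3.4e-18 to 0.0848 over the alternatives tried. The fall of Ets1 was also called.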

Genes strongly downregulated by Ag in M28 T cells included *Tcf7, Ets1, Nkg7, Malat1, Ccr7* and *Il7r*.

**Figure 3:**
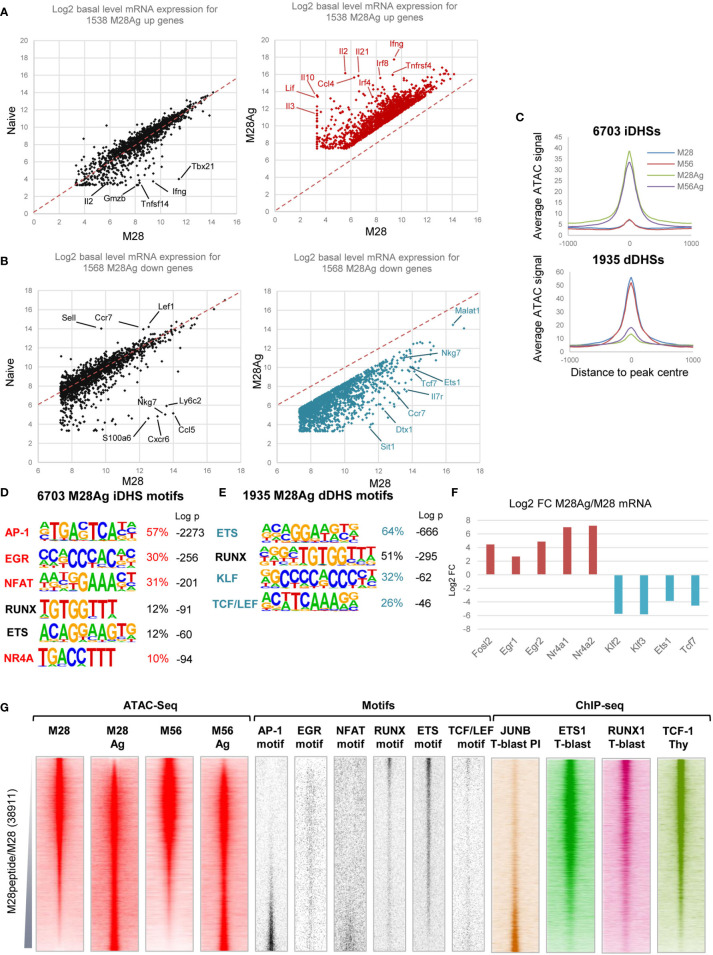
Gene regulatory networks associated with inducible genes in TM cells. **(A)** RNA-seq data for 3-fold inducible genes in M28 TM cells plotted versus Ag-stimulated M28 TM cells (M28Ag, red) or TN cells (black). **(B)** RNA-seq data for 3-fold inhibited genes in M28 TM cells plotted versus M28Ag TM cells (blue) or TN cells (black). **(C)** Average ATAC-Seq profiles for DHSs which are either 3-fold induced (iDHSs) or 3-fold diminished (dDHSs) in M28Ag. Data are shown as an average of the two replicates **(D, E)** HOMER *de novo* DNA motif analyses of TF motifs that are enriched in iDHSs **(D)** or dDHSs **(E)**. **(F)** Log2 values of the fold change (FC) in mRNA expression of TF genes associated with motifs enriched in iDHSs or dDHSs. **(G)** Global analyses of all DHSs present in either M28 TM cells or M28Ag TM cells (replicate 2), ranked according to fold increase in ATAC-seq signal. Shown alongside on the same coordinates are ATAC-seq signals for M56 and M56Ag TM cells (replicate 2), TF motifs associated with iDHSs and dDHSs, and published ChIP-Seq data for JUNB in PI-stimulated TB cells, ETS1 and RUNX1 in TB cells (3) and TCF-1 in thymocytes (48).

Re-stimulation of TM cells with Ag induced global changes in accessible chromatin profiles. Analyses of the ATAC profiles revealed 6703 DHSs induced at day 28 (iDHSs), and 1935 diminished DHSs (dDHSs) that were rapidly suppressed by Ag at day 28 (**Figure 3C** and **Supplementary Table 1**). HOMER *de novo* DNA motif finding analyses found that the iDHSs were dominated by the archetypal inducible AP-1, NFAT, EGR and NR4A motifs classically associated with activation of TCR signalling throughout the T cell lineage (**Figure 3D**), as seen in previous studies (3, 52, 53), in combination with a lower level of RUNX and ETS motifs. The dDHSs were much more highly enriched for RUNX and ETS motifs, which maintain immunological memory at mDHSs in TM cells during homeostasis (3), in addition to KLF and TCT/LEF motifs (**Figure 3E**) which were also associated with TN-specific DHSs (**Figure 2B**). The enrichment of motifs specifically in iDHSs and dDHSs was reflected by parallel changes in mRNA levels of the associated TFs (**Figure 3F**).

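Among genes of the AP-1, EGR and NR4A families, the log2 fold change of M28Ag over M28 was 4.30 (standard error 0.71, adjusted p = 7.5e-04) for Fosl2, 2.80 (standard error 0.42, adjusted p = 5.9e-07) for Egr1 and 5.26 (standard error 1.15, adjusted p = 5.6e-05) for Egr2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nr4a1 rose from 191 ± 34.0 (SD, n = 2) to 28785 ± 12568 (SD, n = 2) normalized counts, and its log2 fold change was 7.17 (standard error 0.48, adjusted p = 1.3e-07), with 7.14 (standard error 0.79, adjusted p = 2.8e-04) for Nr4a2 by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Irf4 rose from 177 ± 80.5 (SD, n = 2) to 10198 ± 1081 (SD, n = 2) and Irf8 from 258 ± 218 (SD, n = 2) to 47722 ± 6408 (SD, n = 2), and both were called. The AP-1 gene Jun went the other way and fell to 415 ± 346 (SD, n = 2), a log2 fold change of -3.44 (standard error 0.85, adjusted p = 0.00168) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes of Junb, 0.75 (standard error 0.52, adjusted p = 0.567), and Fos, -1.80 (standard error 0.44, adjusted p = 0.374), did not pass that edgeR test (Benjamini-Hochberg). With no filter on low counts the adjusted p of edgeR's test (Benjamini-Hochberg) was 0.0165 for Junb, within 0.0165 to 0.887 over the alternatives tried, and 1.0e-10 for Fos. That of Fos by edgeR (Benjamini-Hochberg) was 0.00592 when only M28 and M28Ag were fitted, within 1.0e-10 to 0.651 over the alternatives, and Fos was called lower under both settings.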

Global analyses were performed for ATAC and TF DNA motif profiles of all DHSs present either before or after stimulation in M28, ranked according to their relative ATAC signals. Displayed alongside are the signals for the same DNA elements in M56 and M56Ag cells confirming that these regulatory regions were also induced at the later time point (**Figure 3G**). These data confirmed that the iDHSs were highly enriched for AP-1 and NFAT motifs, but not for RUNX, ETS or TCF/LEF motifs which were instead highly enriched in the dDHSs present in non-stimulated cells (**Figure 3G**). In contrast, the Ag-suppressed dDHSs were devoid of AP-1 motifs (**Figure 3G**), consistent with previous studies of dDHSs which disappear following *in vitro* activation of TCR signalling in T cells (2, 3). Published ChIP-Seq data also confirmed that the AP-1 factor JUNB bound to the iDHSs in T-blast cells stimulated with PI whereas TCF-1, ETS-1 and RUNX1 were enriched at the dDHSs in either TB cells or thymocytes (**Figure 3G**). The EGR motif was not, however, concentrated in the iDHSs, perhaps owing to its similarity to the widely distributed Sp1 motif which shares the sequence CCGCCC.

Here we again used Wellington to look for evidence of occupancy or loss of occupancy of the motifs of interest before and after Ag stimulation. This time we plotted average ATAC profiles for motifs in the iDHSs and dDHSs using the accumulated merged ATAC signals in all M28 and M56 samples compared to all M28Ag and M56Ag samples (**Supplementary Figure 4**). For the 6703 iDHSs, these data revealed strong protection of the inducible AP-1 and NFAT motifs, and moderate protection of ETS and TCF/LEF motifs in Ag-stimulated TM cells, with much weaker ATAC activity before stimulation. For the 1935 dDHSs, the ETS motifs showed very strong ATAC activity and footprint protection before stimulation and much less activity after stimulation. In addition, the dDHSs showed a complete absence of AP-1 footprints, and weak NFAT footprints prior to stimulation, consistent with the motif plots in **Figure 3G**. The footprints seen at TCF/LEF motifs in TM cells also diminished following stimulation. Overall, these data suggest that dDHSs are unresponsive to inducible factors but have a strong dependence on ETS factors which are no longer able to sustain them following stimulation. Due to the very low numbers of TM cells which can be purified it is technically not possible for us to perform ChIP assays to confirm loss of binding of ETS1 at the dDHSs, however the loss of open chromatin makes it highly unlikely that many TFs could remain bound at these sites.

The global loss of DHSs with protected TCF/LEF and ETS motifs in response to Ag stimulation was also accompanied by substantial decreases in mRNA expression and ATAC-seq signals at the *Tcf7* and *Lef1* loci (**Figure 4A**), and striking changes in expression of most of the ETS family TFs expressed in Ag-stimulated M28 cells (**Figures 4B, C**). These observations were supported by ChIP-Seq data from TB cells cultured *in vitro* showing binding of ETS1 and RUNX1 at ATAC peaks which are reduced upon stimulation with PI or Ag (**Figure 4A**). 

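Lef1 fell in M28Ag to 684 ± 172 (SD, n = 2) normalized counts, a log2 fold change over M28 of -2.74 (standard error 0.26, adjusted p = 1.9e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the ETS family genes other than Ets1 and Etv6, Fli1, at -2.41 (standard error 0.35, adjusted p = 2.2e-07), and Elk3, at -1.79 (standard error 0.31, adjusted p = 4.0e-05), were called lower by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Elk1, at 2.15 (standard error 0.35, adjusted p = 8.9e-04), and Gabpa, at 1.68 (standard error 0.21, adjusted p = 5.4e-05), were called higher by that edgeR test (Benjamini-Hochberg). Each of Elk3 and Gabpa lost its call without 1 sample, as the log2 fold change of Elk3 was -1.50 without the M28Ag sample of replicates 1 and 3, and that of Gabpa was 1.51 without M28 replicate 2, both under 3-fold. Elf1 and Elf4, at -1.09 (standard error 0.43, adjusted p = 0.00113) and -1.36 (standard error 0.33, adjusted p = 2.3e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fell by less than 3-fold, although Elf4 was at -1.60, past 3-fold, without M28 replicate 2. Ets2 rose by less than 3-fold, at 1.13 (standard error 0.37, adjusted p = 0.0149) by the same edgeR quasi-likelihood test (Benjamini-Hochberg), and its adjusted p by that edgeR test (Benjamini-Hochberg) was 0.140 without M28 replicate 2 and 0.143 without the M28Ag sample of replicates 1 and 3, within 1.1e-04 to 0.143 over the alternatives tried.
The log2 fold changes of Elf2 (-1.002), Elk4 (0.46), Erf (1.73), Etv1 (-0.36), Etv3 (-0.47), Etv5 (1.43) and Spib (-0.33) had adjusted p of 0.123, 0.449, 0.225, 0.647, 0.547, 0.107 and 0.269 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Elf2 passed when no filter on low counts was applied and when only M28 and M28Ag were fitted, with adjusted p of 0.00231 and 0.0291 by edgeR (Benjamini-Hochberg), within 0.00231 to 0.410 over the alternatives tried. Etv5 passed by DESeq2, with an adjusted p of 0.0475 (Benjamini-Hochberg), within 0.0126 to 0.389. Both also passed with the 18 libraries as 18 samples in edgeR and in DESeq2, an alternative chosen after seeing the data, and neither reached 3-fold in any of these. Spic and Spi1 did not pass, with adjusted p of 0.484 and 0.711 by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Over the 14 samples without Ag, the counts of Spic followed the level of red pulp macrophage genes, with a Spearman's rho of 0.838 (permutation test, p = 2.7e-04, 0.00108 after Benjamini-Hochberg adjustment over the relations computed). Pearson's r was 0.853 (permutation test, p = 1.8e-04, 7.2e-04 after this adjustment) and 0.777 without the 2 samples farthest from the median. The 14 samples belong to 5 groups, and with each taken as its deviation from its group mean, Spearman's rho was 0.512 (exact permutation test within groups, p = 0.169, 0.226 after this adjustment) and Pearson's r 0.545 (exact permutation test within groups, p = 0.126, 0.168 after it), so the relation was not past an adjusted p of 0.05 within groups. The counts of Spi1 followed the level of B cell genes within groups, with a Spearman's rho of 0.763 (exact permutation test within groups, p = 0.00116, 0.00463 after Benjamini-Hochberg adjustment), while Pearson's r was 0.557 (exact permutation test within groups, p = 0.0154, 0.0617 after it) and 0.440 without the 2 farthest samples. This test shuffles Tem and Tcm separately, although their same-numbered samples were taken as paired, so its p may be too small.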

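Ets1 (chromosome 9, 32636241 to 32757820 of GRCm38) had a mean normalized count of 14565 ± 1508 (SD, n = 2) in M28 and 1007 ± 84.8 (SD, n = 2) in M28Ag, a fall of 14.3-fold. Its log2 fold change was -3.84 (standard error 0.14, adjusted p = 1.9e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and stayed between -3.93 and -3.73 with each replicate left out in turn. Etv6 (chromosome 6, 134035700 to 134270158), whose annotated span overlaps 5 other RefSeq genes, was at 307 ± 52.3 (SD, n = 2) in M28 and 3766 ± 543 (SD, n = 2) in M28Ag, or 11.9-fold higher. Its log2 fold change was 3.58 (standard error 0.22, adjusted p = 8.1e-08) by the same edgeR quasi-likelihood test (Benjamini-Hochberg), and it stayed between 3.43 and 3.76 with each replicate left out. Without Ag, Ets1 was at 19395 ± 2793 (SD, n = 3) in TN, and its log2 fold change of M28 over TN was -0.41 (standard error 0.16, adjusted p = 0.272) by that edgeR test (Benjamini-Hochberg).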

In response to *in vivo* activation by Ag, the expression of *Ets1* was suppressed by ~15-fold, while conversely the expression of *Etv6*, a repressor of ETS activity, was induced more than 10-fold. These changes were mirrored by extensive changes in the ATAC-Seq profiles at both the *Etv6* and *Ets1* loci, which included iDHSs bound by the AP-1 TF JUNB and RUNX1 in PI-stimulated TB cells at *Etv6*, and a binding site for TCF-1, ETS1 and RUNX1 at +45 kb ATAC peak in the *Ets1* locus which disappeared upon stimulation (**Figure 4D**). This +45 kb *Ets1* peak encompassed 3 ETS motifs, TCF/LEF and KLF motifs (**Figure 4E**), suggesting that its disappearance is linked to the downregulation of TFs such as *Ets1, Fli1, Elf1, Klf2, Klf3*,*Tcf7* and *Lef1* (**Figures 2C**, **3F**, **4C**). 

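Klf2 fell from 9042 ± 544 (SD, n = 2) to 158 ± 60.5 (SD, n = 2) normalized counts between M28 and M28Ag, a log2 fold change of -5.75 (standard error 0.37, adjusted p = 1.4e-10) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Klf3, whose annotated span overlaps 2 other RefSeq genes, fell from 3663 ± 36.4 (SD, n = 2) to 53.2 ± 11.8 (SD, n = 2), a log2 fold change of -5.86 (standard error 0.19, adjusted p = 2.4e-11) by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Fli1 (chromosome 9, 32422204 to 32543432 of GRCm38), on the same chromosome as Ets1, was at 2249.8 ± 499.7 (SD, n = 2) in M28 and 416 ± 113 (SD, n = 2) in M28Ag. Elf1 was at 3435 ± 424 (SD, n = 2) and 1613 ± 657 (SD, n = 2), a difference of 2.12-fold, under the 3-fold threshold. The DHSs at these loci come from ATAC-Seq data and were not analysed here. From the motifs of the +45 kb peak and the falls of these TF genes, the paper proposes that the loss of the peak is linked to their downregulation.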

The +45 kb DHS also had 4 ideal GATA motifs, suggesting a potential alternate mode of regulation in Th2 cells that express GATA3. The inducible changes in ETS family gene expression were not, however, limited to TM cells as similar trends were observed to a smaller degree in published RNA micro-array data for PI-stimulated TN cells (**Figure 4C**). For example, *Ets1* and *Fli1* expression is suppressed 3-4 fold by PI in TN cells. Overall, it would appear that ETS1 plays a bigger role in maintaining the homeostatic T cell program, and immunological memory at mDHSs, than in activating inducible genes in Th1 cells. This is similar to the role previously defined for the IL-2/IL-7 inducible AP-1 family member JUND, which may maintain epigenetic priming without actually activating many AP-1 target genes which have low steady state levels of mRNA in TM cells (4, 5).

**Figure 4:**
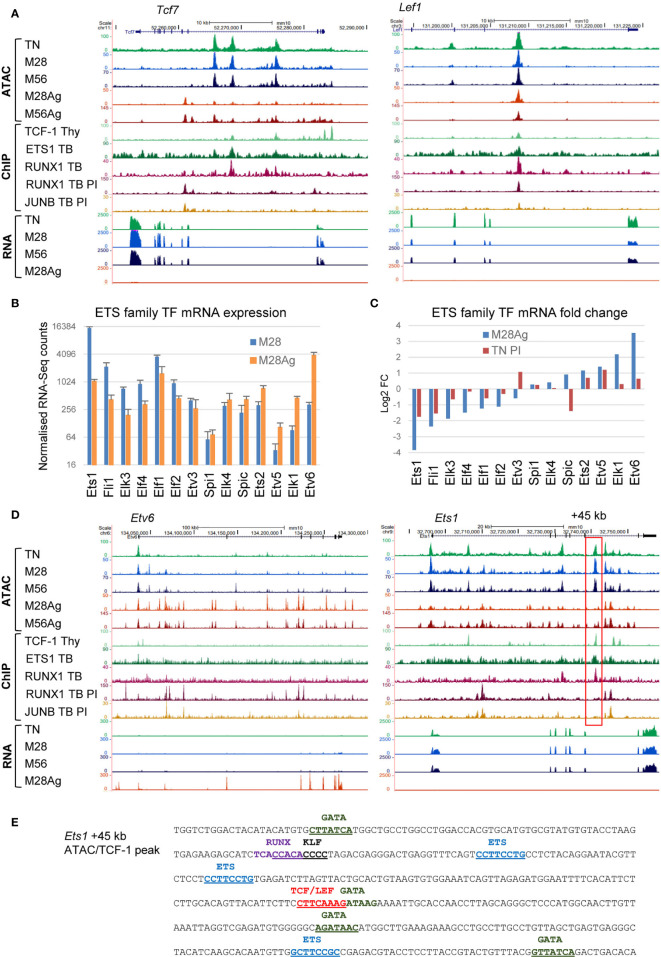
Rewiring or the ETS and TCF/LEF gene regulatory networks in response to Ag. **(A)** UCSC browser screen shots for *Tcf7* and *Lef1* showing ATAC-seq and RNA-Seq data in M28 and M56 TM cells, before or after Ag-stimulation. Also depicted are published ChIP-Seq data for TCF-1 in thymocytes (48), and ETS1, RUNX1 and JUNB, in TB cells before or after PI-stimulation (3). **(B)** RNA-seq data for all ETS family genes expressed in M28 or M28Ag. The standard deviation is shown for 3 replicates. **(C)** Log2 fold changes in gene expression for the data shown in **(B)**, in parallel with equivalent published data for naïve T cells treated with PI (3). **(D)** UCSC browser screen shots for *Etv6* and *Ets1*, the same data is depicted as for **(A)**. The red box highlights a DHS at + 45 kb which is suppressed in response to Ag. **(E)** DNA sequence of the *Ets1* +45 kb dDHS showing relevant TF motifs.

### TM-Specific and Inducible DHSs Cooperate in the Memory Recall Response

Previous *in vitro* studies suggested that much of the inducible gene expression program in memory T cells is dependent upon epigenetic priming of immune response genes (2, 3). Here we investigated the extent to which epigenetic reprograming was associated with the *in vivo* responses of memory T cells by looking for correlations between the inducibility of genes and their association with just mDHSs, just iDHSs, or iDHSs together with mDHSs. Global analyses of average mRNA expression revealed that genes which are associated with both iDHSs and mDHSs are more highly inducible by Ag in M28, or by PI in previously published data on bulk TM cells (3) than the other subsets (**Figure 5A**, green bars). Furthermore the same genes showed little response to stimulation by PI in TN cells which lack these mDHSs and genes with dDHSs actually went down in expression after activation. Taken together these data support the published model proposing that memory specific mDHSs aid the induction of proximal iDHSs and subsequent gene expression (2, 3). Examples of these concepts can be seen for: (i) Genes such as *Gfi1, Rel* and *Tnf*, where iDHSs appeared in both naïve and memory cells and which were induced in each of TN PI, TM PI and M28 Ag, with (**Figure 5B**, and **Supplementary Figure 5A**). These loci have pre-existing DHSs in TN and lack memory specific mDHSs accounting for the induction in both cell types. (ii) Genes such as *Il10*, *Il21* and *Ifng*, which have both mDHSs and iDHSs, showed higher levels of inducibility in M28 cells, and were PI-inducible in TM cells but not in TN cells where they lack pre-existing DHSs (**Figure 5C** and **Supplementary Figure 5B**). (iii) Genes with mDHSs only were, on average, expressed at a higher level in M28 and M56 cells than TN cells, but were not induced by Ag, and actually decreased in expression (**Supplementary Figure 5C**). 

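Gfi1 (chromosome 5, 107716655 to 107725805 of GRCm38) rose from 359 ± 122 (SD, n = 2) to 1647 ± 245 (SD, n = 2) normalized counts between M28 and M28Ag, Rel from 122 ± 47.1 (SD, n = 2) to 2862 ± 1352 (SD, n = 2) and Tnf (chromosome 17, 35199367 to 35202007) from 354 ± 151 (SD, n = 2) to 12875 ± 22.9 (SD, n = 2). Their log2 fold changes were 2.17 (standard error 0.37, adjusted p = 7.7e-05), 4.44 (standard error 0.60, adjusted p = 1.0e-05) and 5.15 (standard error 0.42, adjusted p = 6.7e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The responses of TN and TM cells to PI were not analysed here.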

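Il10 (chromosome 1, 131019845 to 131024970 of GRCm38) had no count in the M28 libraries and was at 10089 ± 5913 (SD, n = 2) in M28Ag, at least 10023-fold higher when 3 counts are taken over the M28 group. This limit was 4179 without the M28 sample of replicates 1 and 3, 5843 without M28 replicate 2 and 5869 without the M28Ag sample of replicates 1 and 3. Its rise had an adjusted p of 9.3e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Il21 (chromosome 3, 37222759 to 37232636) rose from 65.8 ± 85.1 (SD, n = 2) to 55584 ± 2728 (SD, n = 2), a log2 fold change of 9.52 (standard error 1.15, adjusted p = 9.7e-04) by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Neither Il10 nor Il21 had a count in the TN libraries.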

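Tcf3 (chromosome 10, 80409541 to 80433976 of GRCm38) had a mean normalized count of 1475 ± 129 (SD, n = 2) in M28 and 376 ± 21.4 (SD, n = 2) in M28Ag, a log2 fold change of -1.95 (standard error 0.11, adjusted p = 4.4e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pik3r5 (chromosome 11, 68432125 to 68497849) was at 947 ± 31.6 (SD, n = 2) in M28 and 120.1 ± 64.3 (SD, n = 2) in M28Ag, a log2 fold change of -2.88 (standard error 0.51, adjusted p = 2.6e-06) by the same edgeR quasi-likelihood test (Benjamini-Hochberg).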

On the other side of the spectrum, genes that have dDHSs which were lost after stimulation, such as *Tcf3* and *Pik3r5*, were expressed at a lower level in M28Ag than M28, but were not suppressed by PI-stimulation in TN cells (**Figures 5A, D** and **Supplementary Figure 5D**).

**Figure 5:**
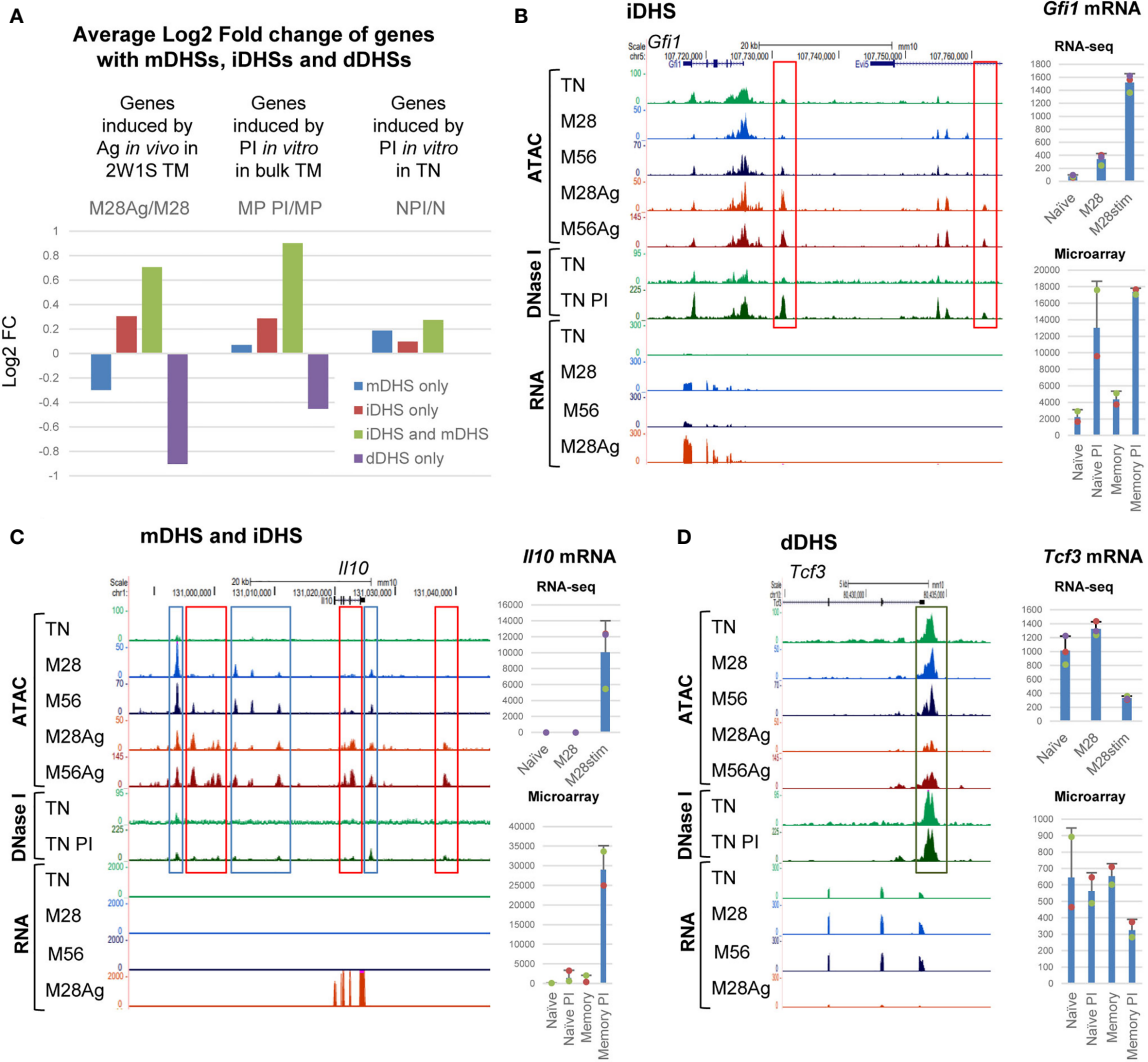
Inducible TM-specific genes have primed mDHSs associated with iDHSs. **(A)** Average Log2 values of the fold change (FC) in mRNA expression of genes associated with just mDHSs, just iDHSs, both mDHSs and iDHSs, or just dDHSs. Values are shown for mRNA changes following Ag-stimulation of M28 TM cells. Also shown are published microarray data for responses to PI-stimulation of CD4 memory phenotype cells (MP) and naïve T cells (N) (3). **(B–D)** UCSC browser screen shots showing ATAC-Seq, DNase-Seq and RNA-Seq data for representative genes with iDHSs **(B)**, mDHSs and iDHSs **(C)**, or dDHSs **(D)**. Tracks include published DNase-Seq data for naïve CD4 T cells (TN) before and after PI-stimulation (3). Red boxes highlight iDHSs, blue boxes highlight mDHSs, and the dark green box highlights a dDHS. Shown at the right are RNA-Seq data for TN, M28 and M28 Ag (top) and published microarray data for responses to PI-stimulation of CD4 memory phenotype cells and naïve T cells (bottom) (3). The standard deviation is shown for 3 replicates for the RNA-seq data and 2 replicates for the microarray data.

KEGG pathway analysis of the subsets of genes defined in **Figure 5A** consistently identified a strong link to cytokines, cytokine and TCR signalling, and Th cell differentiation in genes with mDHSs and/or iDHSs (**Supplementary Table 2**). KEGG analysis of genes with just dDHSs identified just 3 pathways, including endocytosis and apoptosis.

### The Epigenetic Programs for Central Memory and Effector Memory Are Both Established Within 7 Days of an Acute Episode of Infection

To investigate mechanisms involved in establishing both central and effector memory, we analysed Ag-specific TM cells soon after they had formed, 7 days after infection with Lm-2W1S, and separated 2W1S-specific CD4 T cells into CXCR5-ve Tem and CXCR5+ve Tcm cells (**Figure 6A**). 

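RNA-Seq libraries of these CXCR5-ve Tem and CXCR5+ve Tcm cells came from the spleens of WT C57BL/6 mice, with 3 libraries in each group. The other groups came from C42 mice, so that Tem and Tcm cells differ from them in mouse line and day as well as in subset. The total count per library was between 6447939 and 10351020 in Tem (median 9504074) and between 6133562 and 25230627 in Tcm (median 14309173). The counts were made, normalized and tested as for M28, with each library as 1 sample, so that n = 3 in both groups. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 407 genes had an adjusted p under 0.05, and 98 genes were called higher in Tem and 44 higher in Tcm. The alternative that moved the number for Tcm most was testing with no filter on low counts, with 85 genes. Samples of Tem and Tcm with the same replicate number deviated together from their group means, so the fit with the replicate number as a block was also made, and it called 114 genes higher in Tem and 51 in Tcm. In simulated data with 200 of 13379 genes changed 6-fold, this comparison recovered 190 of the changed genes (95.0%).
Cxcr5, whose product separated the cells in the sort, had a mean normalized count of 8955 ± 3236 (SD, n = 3) in Tcm and 658 ± 204 (SD, n = 3) in Tem, a log2 fold change of Tem over Tcm of -3.75 (standard error 0.39, adjusted p = 6.0e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its annotated span overlaps that of the RefSeq gene Bcl9l. On the log2(mean normalized count + 10) scale, Klrk1 rose most among the called genes, at 4.86 (standard error 0.92, adjusted p = 0.00907), and Tox2 fell most, at -4.52 (standard error 0.53, adjusted p = 1.9e-04), by the same edgeR quasi-likelihood test (Benjamini-Hochberg). When only Tem and Tcm were fitted, the adjusted p of Klrk1 was 0.0689 by that edgeR test (Benjamini-Hochberg), the highest over the alternatives, which started from 5.0e-42.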

Comparisons of ATAC-Seq data from these two populations identified 784 mDHSs that were 2-fold greater in Tem cells and 612 mDHSs that were 2-fold greater in Tcm cells (**Supplementary Table 4**). DNA motif analyses determined that these two subsets of DHSs had distinct gene regulation signatures. The Tem subgroup was enriched for T-bet motifs, similar the M28 mDHSs, whereas the Tcm subgroup was enriched for TCF/LEF and E-box motifs, similar to the TN-specific nDHSs (**Figures 6B, C**). However, despite these overall similarities with other DHS subsets, there was relatively little overlap between the Tem-specific and M28-specific mDHSs (151/984 mDHSs) and genes (58/293) (**Figures 6D, E** and **Supplementary Table 1**). 

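Of the 220 genes called higher in M28 than in TN, 46 (20.9%) were also called higher in Tem than in Tcm, and 6 (2.73%) were higher in Tcm. The background for these overlaps was the 7506 tested genes whose higher mean was over 150 in both comparisons, which include 210 of the genes higher in M28, 87 of those higher in Tem and 38 of those higher in Tcm. In this background the chance number of shared genes was 2.43 for Tem and 1.06 for Tcm. The odds ratio was 49.5 for Tem (Fisher's exact test, two-sided, p = 9.3e-50, or 3.7e-49 after Benjamini-Hochberg adjustment over 4 overlaps) and 6.67 for Tcm (Fisher's exact test, two-sided, p = 5.8e-04, adjusted 7.8e-04). Fisher's test takes genes as independent, which they are not, so the p of the 4 overlaps do not measure the spread between samples. M28 and TN share no library with Tem and Tcm. With each replicate left out, between 37 and 54 of the genes higher in M28 were also higher in Tem. Regardless of the thresholds, 165 of the genes higher in M28 had a higher mean in Tem and 55 in Tcm, with a median log2 fold change of 0.63 for Tem over Tcm.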

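Of the 64 genes called lower in M28 than in TN, 5 (7.81%) were called higher in Tcm than in Tem. These were Ldhb, Ramp1, Slc16a5, Spsb1 and Tubb2a, which are named after their values were seen. Only 37 of the genes lower in M28 are among the genes whose higher mean was over 150 in both comparisons, where the chance number of shared genes was 0.187 and the odds ratio 35.1 (Fisher's exact test, two-sided, p = 9.8e-07, or 2.0e-06 after Benjamini-Hochberg adjustment over 4 overlaps). The number of shared genes depends on single samples, as it was 1 without M28 replicate 2, 8 without Tem replicate 1 and 8 without the M28 sample of replicates 1 and 3. Without the filter on low counts it was 8. Of the genes lower in M28, 0 were called higher in Tem, against a chance number of 0.429 (Fisher's exact test, two-sided, p = 1), and this number was 1 with no filter on low counts and 0 with DESeq2.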

There was even less overlap between the Tcm-specific and TN-specific DHSs (51/803 nDHSs) and genes (7/152) (**Figures 6D, E**). Hence, the split between Tem and Tcm programs is not simply a reversion of Tcm cells to a more primitive state closer to the TN gene regulatory network. 

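Regardless of the thresholds, 48 of the genes called lower in M28 than in TN had a higher mean in Tcm and 16 in Tem, and the median log2 fold change of Tem over Tcm over these genes was -0.43. From the small overlaps of Tem-specific with M28-specific and of Tcm-specific with TN-specific DHSs and genes, the paper concludes that Tcm cells are not simply cells that reverted towards the TN gene regulatory network.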

What is more likely is that Tcm and TN share a part of the cell quiescence program defined by TCF-1 and LEF1, whereas recently activated Tem develop a stronger commitment to Th1 differentiation, and that these two pathways of Ag response develop in parallel. KEGG pathway analysis of the subsets of genes linked to the Tem and Tcm-specific mDHSs identified in **Figure 6D** revealed a strong link to cytokines, cytokine and TCR signalling and Th cell differentiation in both subsets, whereas genes such as *Nfkb1* and *Mapk14* also had Tem-specific mDHSs linked to pathways associated with intracellular infections that drive Th1 responses (Human immunodeficiency virus 1 infection and Tuberculosis, **Supplementary Table 2**).

**Figure 6:**
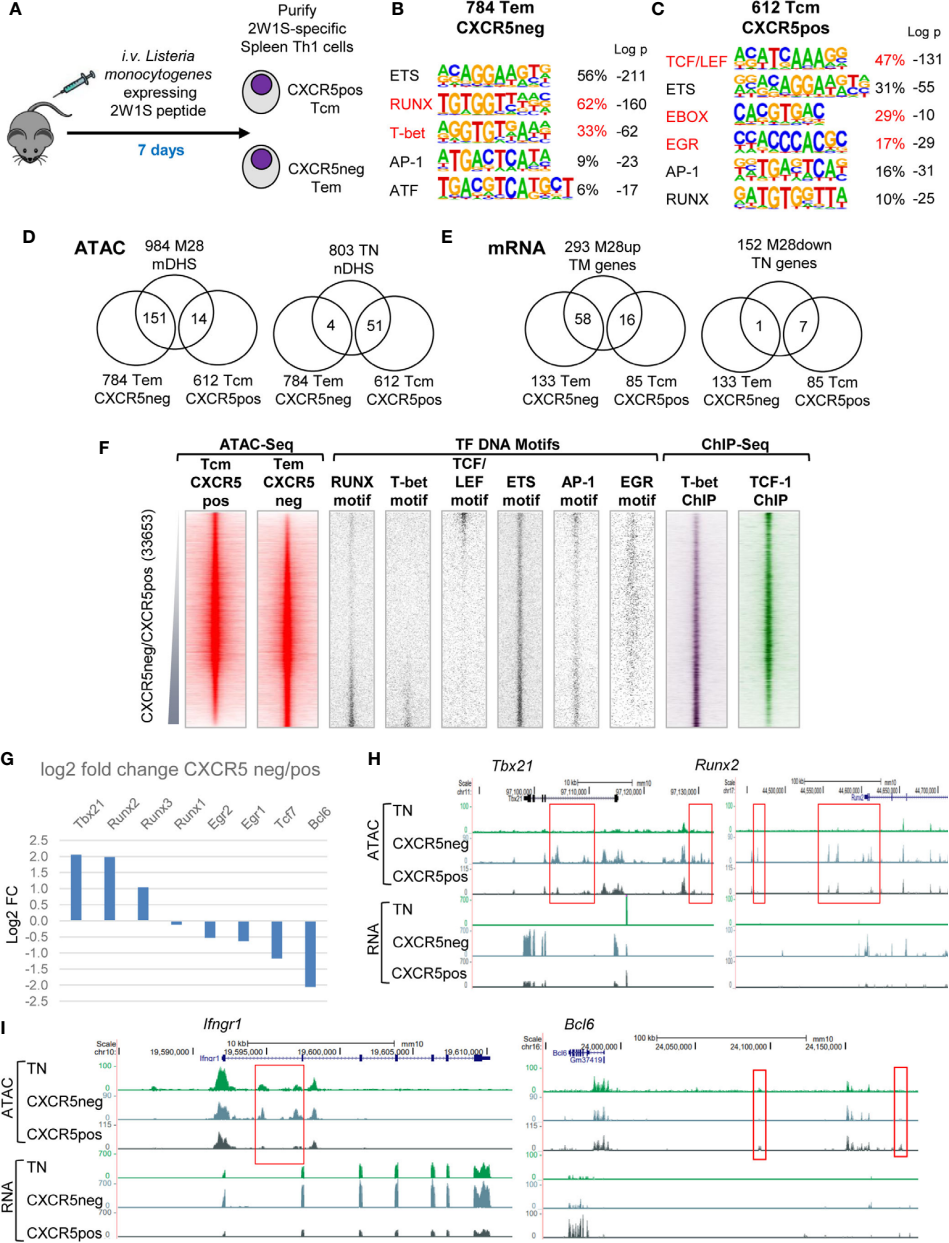
Tem and Tcm cells establish distinct chromatin and mRNA profiles. **(A)** Protocol for the immunization of mice with Lm-2W1S to generate Tem and Tcm cells. **(B, C)** HOMER *de novo* DNA motif analyses of TF motifs that are enriched in Tem **(B)** and Tcm **(C)**-specific DHSs. **(D, E)** Venn diagrams showing overlaps between Tem and Tcm-specific mDHSs identified by ATAC-Seq **(D)** and genes identified by RNA-Seq **(E)** and the corresponding TM and TN-specific DHSs and genes. **(F)** Global analyses of all DHSs present in either Tcm or Tem cells (replicate 1), ranked according to fold change in ATAC-seq signal. Shown alongside on the same coordinates are TF motifs associated with Tem and Tcm-specific DHSs, and published ChIP-Seq data for T-bet in Th1 cells (49) and TCF-1 in thymocytes (48). **(G)** Log2 values of the fold change (FC) in mRNA expression of selected differentially regulated TF genes. **(H, I)** UCSC browser screen shots showing ATAC-Seq and RNA-Seq data for TN, CXCR5-ve Tem and CXCR5+ve Tcm cells, showing representative examples of Tem-specific and Tcm-specific genes **(E)**. Red boxes highlight differentially regulated DHSs.

More detailed global analyses of the gene regulatory networks underlying the above-defined Tem-specific and Tcm-specific DHS subsets (**Figure 6F**) further confirmed the notion that Tem-specific sites were the regulatory elements showing the strongest commitment to Th1 differentiation, being most enriched for T-bet motifs. Conversely, the Tcm-specific DHSs revealed a lack of Th1 commitment and were heavily biased to the TCF/LEF program associated with dormant TN cells or thymocytes. These patterns were reflected by the published ChIP-Seq data for T-bet from Th1 cells and TCF1 from thymocytes (**Figure 6F**). Although AP-1 and EGR family TFs are both MAPK inducible, and AP-1 motifs were enriched in both Tem and Tcm-specific DHSs, the EGR motif was found in Tcm but not Tem-specific DHSs.

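Tbx21 had a mean normalized count of 4393 ± 525 (SD, n = 3) in Tem and 1047 ± 125 (SD, n = 3) in Tcm, a log2 fold change of 2.06 (standard error 0.14, adjusted p = 3.7e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ifngr1 (chromosome 10, 19591949 to 19610229 of GRCm38) was at 4700.4 ± 778 (SD, n = 3) in Tem and 1158 ± 161 (SD, n = 3) in Tcm, a log2 fold change of 2.01 (standard error 0.18, adjusted p = 6.3e-06) by the same edgeR quasi-likelihood test (Benjamini-Hochberg). With each replicate left out in turn, the log2 fold change stayed between 1.95 and 2.15 for Tbx21 and between 1.86 and 2.12 for Ifngr1.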

Closer inspection of the TF gene expression profiles confirmed that the Th1-defining TF *Tbx21* and the Th1-inducing IFN-g receptor gene *Ifngr1* were more highly expressed in Tem, and had Tem-specific DHSs (**Figures 6G–I**). The upregulation of *Runx2* and *Runx3* expression might partially account for the enrichment of RUNX motifs in Tem-specific DHSs (**Figure 6G**). Conversely, the Tfh-associated TF gene *Bcl6* was upregulated in Tcm, but not TN or Tem, as further evidence that Tcm cells had also moved beyond the TN stage (**Figure 6I**). 

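Runx3 (chromosome 4, 135120645 to 135177990 of GRCm38) was at 991 ± 90.3 (SD, n = 3) normalized counts in Tem and 476 ± 131 (SD, n = 3) in Tcm, or 2.06-fold higher, a log2 fold change of 1.04 (standard error 0.24, adjusted p = 0.0254) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its adjusted p by the same edgeR quasi-likelihood test (Benjamini-Hochberg) was 0.108 without Tcm replicate 1, 0.0969 without Tcm replicate 3, 0.0676 without Tem replicate 1 and 0.0895 without Tem replicate 2, within 0.00263 to 0.108 over the alternatives tried. Runx2 (chromosome 17, 44495987 to 44814797), whose annotated span overlaps the RefSeq genes Runx2os3 and Supt3, was at 426 ± 221 (SD, n = 3) in Tem and 99.5 ± 39.4 (SD, n = 3) in Tcm. Its log2 fold change of 1.99 (standard error 0.52, adjusted p = 0.0761) did not pass that edgeR test (Benjamini-Hochberg), while DESeq2 gave a Benjamini-Hochberg adjusted p of 0.0104. Over all alternatives the adjusted p of Runx2 by edgeR or DESeq2 was between 2.6e-04 and 0.282. Without Tem replicate 1, the log2 fold change of Runx2 was 1.49, under 3-fold.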

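Bcl6 (chromosome 16, 23965050 to 23988866 of GRCm38), whose annotated span overlaps the RefSeq gene Gm31527, was at 580.1 ± 200.1 (SD, n = 3) normalized counts in Tcm, 133.4 ± 39.7 (SD, n = 3) in Tem and 158 ± 98.1 (SD, n = 3) in TN. The log2 fold change of Tem over Tcm was -2.04 (standard error 0.36, adjusted p = 0.0241) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This difference needs most of the samples, as its adjusted p by the same edgeR quasi-likelihood test (Benjamini-Hochberg) was 0.1002 without Tcm replicate 3, 0.0767 without Tem replicate 1, 0.102 without Tem replicate 2 and 0.0513 without Tem replicate 3, within 1.3e-05 to 0.102 over the alternatives tried. In M28, Bcl6 was at 127 ± 110.2 (SD, n = 2), a log2 fold change over TN of -0.29 (standard error 0.95, adjusted p = 0.809) by that edgeR test (Benjamini-Hochberg), and its sign changed without TN replicate 3 (0.31) and without M28 replicate 2 (0.36). Tcm and TN cells come from different mouse lines, and Bcl6 was not tested between them.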

Bcl6 is already known to play a major role in steering recently activated T cells towards Tcm fate, and is downregulated during secondary responses when Tcm cells are recruited as effector T cells (26).

### The Choice of Cytokine Receptors Influences the Decision Between Tem and Tcm Commitment

Sometimes, branches in lineage commitment are decided by stochastic choices in gene expression programs at differentiation branch points. This is in essence the cornerstone of the Waddington model of the role of epigenetics in differentiation (54). This may also be what separates the choices between Tem and Tcm fate. In this model, the cell fates are determined according to which cytokine receptors a recently activated T cell expresses. In this study, Tem cells exhibit much higher expression of the *Il7r*, *IL2ra* and *Il2b* genes than Tcm cells (**Figures 7A–C**) consistent with the previous observation that Tcm cells lack IL-2Rα expression (5, 26). This is highly significant because we recently demonstrated that IL-2/IL-7 signalling *via* the common gamma chain plays a crucial role in maintaining accessible sites in lineage-specific genes prior to T cell differentiation (5). 

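Il7r was at 4682 ± 437 (SD, n = 3) normalized counts in Tem, 753 ± 136 (SD, n = 3) in Tcm and 6136 ± 726 (SD, n = 3) in TN, a log2 fold change of Tem over Tcm of 2.62 (standard error 0.17, adjusted p = 2.1e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Il2rb (chromosome 15, 78479256 to 78511621 of GRCm38) was at 10338 ± 1867 (SD, n = 3) in Tem and 4359 ± 132 (SD, n = 3) in Tcm, or 2.37-fold higher, which is under the 3-fold threshold. Its log2 fold change was 1.24 (standard error 0.15, adjusted p = 0.00142) by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Il2ra (chromosome 2, 11642792 to 11693194), whose annotated span overlaps the RefSeq gene Gm39760, was at 177 ± 47.5 (SD, n = 3) in Tem and 65.5 ± 43.3 (SD, n = 3) in Tcm. Its log2 fold change of 1.31 (standard error 0.52, adjusted p = 0.129) did not pass that edgeR test (Benjamini-Hochberg), while without Tcm replicate 2 it was 1.84 with an adjusted p of 0.0193 from edgeR. DESeq2 gave a Benjamini-Hochberg adjusted p of 0.0269 for Il2ra, within a range of 2.7e-08 to 0.406 over all the alternatives.

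**Figure D2:**
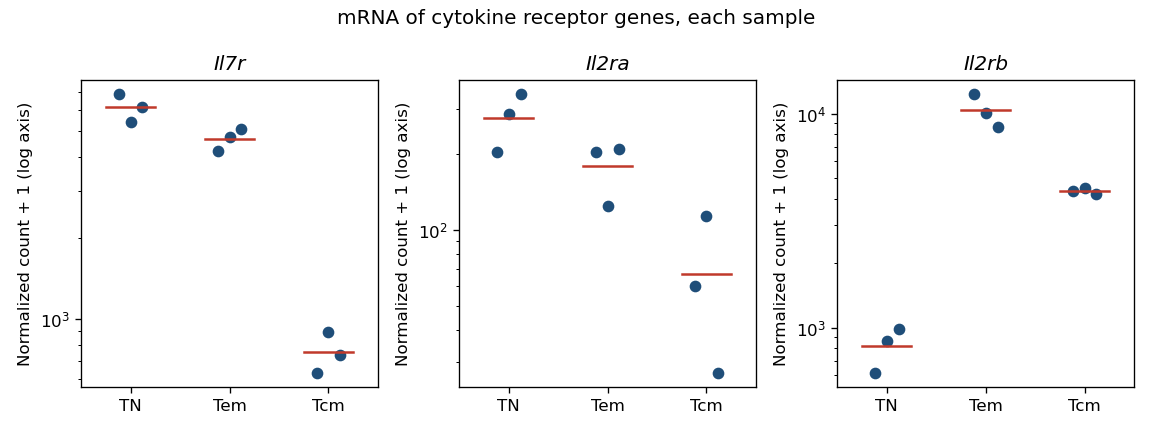
Normalized counts + 1 (log axis) of Il7r, Il2ra and Il2rb in each sample of TN, Tem and Tcm. Points are samples, red lines are group means of the count + 1, and for each of these genes all samples of Tem lie above those of Tcm. The mean count of Il7r is 6136 in TN, 4682 in Tem and 753 in Tcm.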

Without this priming for T cell differentiation, Tcm cells may be left in limbo, unable to differentiate, but progress towards an equally important fate of establishing and maintaining a plastic memory of TCR activation, before any lineage-commitment decision has been made. Evidence suggests that IL-2 and IL-7 play major roles in determining Tem versus Tcm fate because recently activated T cells have DHSs which are biased towards Tem fate in the presence of IL-2 or when they express the IL-7 receptor (**Figure 7D**), but Tcm fate in the absence of IL-2 or when the *Il7r* is deleted (**Figure 7E**). Furthermore, expression of *Tcf7*, encoding TCF-1, is strongly down-regulated in the presence of IL-2, supporting a model where TCF-1 maintains “stemness” and quiescence (**Figure 7F**).

**Figure 7:**
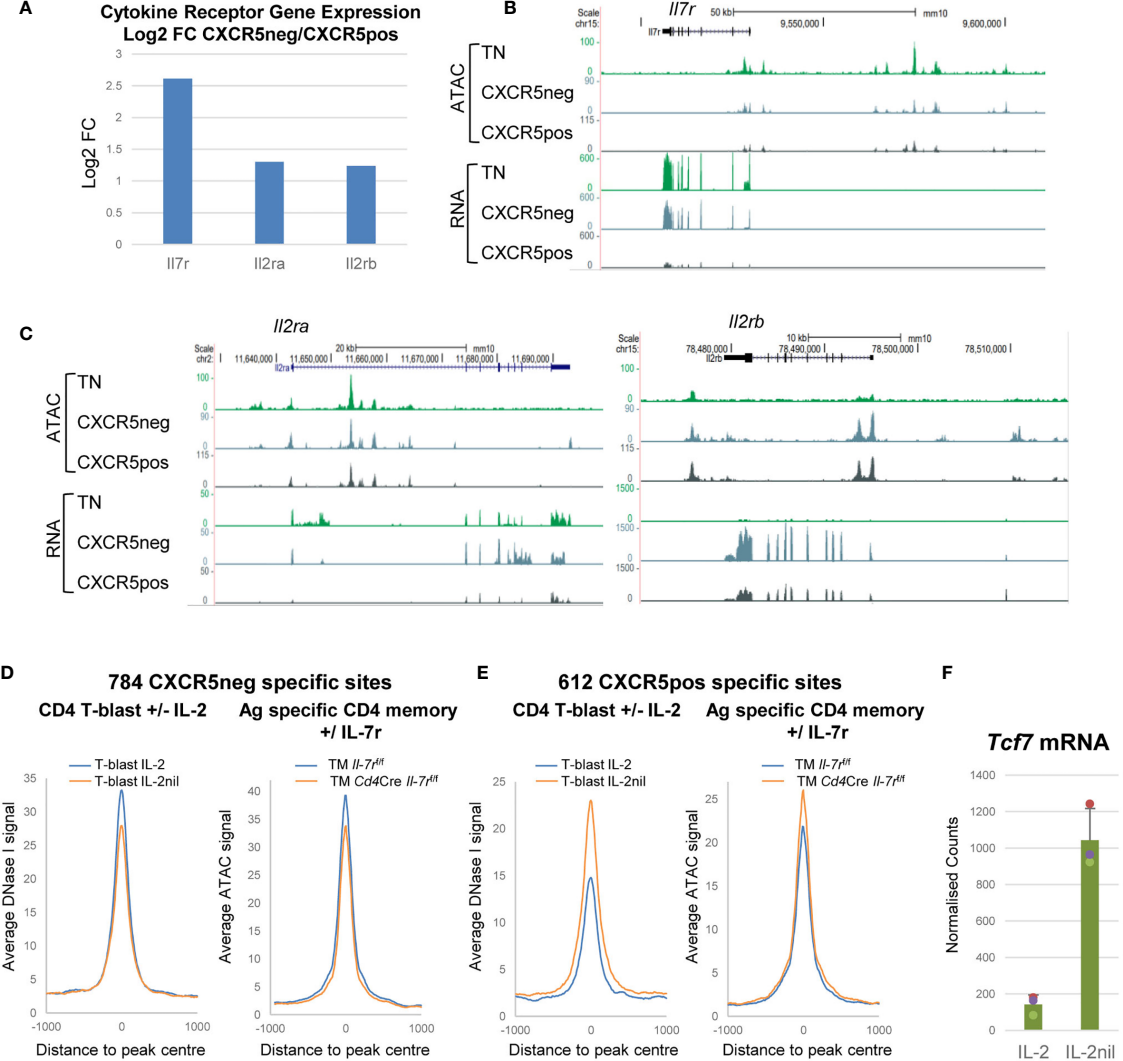
Cytokine receptor genes are differentially regulated in Tem and Tcm cells. **(A)** Log2 values of the fold change (FC) in mRNA expression of selected cytokine receptor genes in Tem relative to Tcm cells. **(B, C)** UCSC browser screen shots showing ATAC-Seq and RNA-Seq data for TN, CXCR5-ve Tem and CXCR5+ve Tcm cells, for IL-7 **(B)** and IL-2 **(B)** receptor genes. **(D, E)** Published data (5) depicting average DNase-Seq and ATAC-seq profiles for TB cells cultured in the presence or absence of IL-2 (left panels) and for Ag-specific Th TM cells before or after *in vivo* deletion of the *Il7r* gene (right panels) for Tem-specific **(D)** and Tcm-specific **(E)** DHSs. **(F)** Published mRNA-Seq data (5) for *Tcf7* expression in TB cells cultured in the presence or absence of IL-2.

## Discussion

### Immunological Memory Is Established Within 7 Days and Remains Stable

Previous *in vitro* studies suggested that the epigenetic and gene expression program underlying T cell memory is established within 2-3 d of activation of TCR signaling in naïve T cells (3, 13). This program relies on epigenetic priming of inducible genes that can be rapidly re-activated in a TM-specific manner. Mouse studies of Ag-specific memory T cells demonstrated that the mRNA expression program for immunological memory in response to acute episodes of bacterial infections is already established at the peak of the Th1 response within 7 d of infection (20). Here we used the same model system to confirm that epigenetic priming also forms the underlying basis of the acquisition of immunological memory in Th cells. Acute infection by Lm-2W1S triggered Th differentiation associated with stable expression of the Th1 lineage-defining factor T-bet and the epigenetic priming of hundreds of inducible genes. As seen in previous global studies of TM cells (20), this program was predominantly maintained by binding of the constitutively expressed TFs ETS1 and RUNX1 to sites which had previously been inaccessible in TN cells. These DNA elements also contained a high proportion of motifs for AP-1 which is thought to both support the initial opening up of mDHSs during the activation phase (3), and bind IL-2/IL-7-inducible JUND and STAT5 (5), to keep genes accessible for lineage-defining factors including T-bet during differentiation (5). Once immunological memory has been established in T cells, it is remarkably stable in the absence of further TCR activation. In rapidly dividing cells cultured with IL-2 or IL-7, mDHSs recruit TFs that include ETS1, RUNX1, JUND and STAT5 which maintain an open chromatin environment rendered more accessible by histone H3K4me2 and H3K9ac (3, 5). In the context of immune homeostasis, immunological priming of TM cells is likely to remain stable for decades in quiescent TM cells in the presence of lymph node derived IL-7 or tissue-derived IL-15 (5, 10–12).

In this study we also showed the Th1 program developed in parallel with the transcriptional and epigenetic silencing of genes regulated by a TCF/LEF-dependent network in TN cells such as *Lef1*, *Bach2*, *Sell*, *Atp1b1, Ndgr1* and *Cnn3*. These changes may reflect a shut-down of a quiescent homeostatic program in TN cells where BACH2 silences the inducible AP-1 network (24). Some of these down regulated genes are known to control cell behavior and migration whereby L-Selectin (*Sell*) facilitates migration into lymph nodes, Calponin 3 (*Cnn3*) regulates actin in the cytoskeleton (55) where it can control contraction of actin stress fibers (56), and NDRG1 functions as a metastasis suppressor and blocks signaling to NF-κB (57, 58). NDRG1 is a T cell anergy factor that is suppressed by CD28 and IL-2 signaling, and NDRG1-deficient mice show T-cell hyper-responsiveness (59). NDRG1 is also likely to help maintain the TCF/LEF network by interacting with b-Catenin (60).

### The Th Tem and Tcm Programs Develop in Parallel

One of the key questions in memory T cell biology is whether memory T cells evolve in parallel with effector T cells, or represent effector T cells that have returned to a quiescent state. Studies of the acute response to Lm2W1S suggested that these two mechanisms operate in parallel, producing both Tem cells and Tcm cells within the same time frame (26). Previous studies of Ag-specific T cells studies revealed that a systemic Lm-2W1S infection initiates a Th1-biased T cell response where (i) some TN cells differentiate as CXCR5-ve cells, expressing T-bet and CD25 (IL-2Rα), which support the Th1 program and revert to Tem memory T cells once the infection is cleared, and (ii) CXCR5+ve cells which expand in response to TCR signaling, but evade Th1 differentiation and develop as Tcm cells lacking CD25 expression (26). Here we established that (i) the Tem program is supported by a Th1-like gene regulatory network dominated by epigenetic priming maintained by T-bet, ETS and RUNX factors, and (ii) the Tcm program involves establishment of a different epigenetic program, but one maintained by a gene regulatory network involving TCF/LEF and HLH E-box-binding TFs. The choices between these two fates may well be stochastic whereby cells are biased towards either a Th1 pathway in Tem supported by IL-2 and IL-7 receptor signaling, or a Tcm pathway in cells with low IL-2 and IL-7 receptor expression and high BCL6 expression, which maintain the TCF/LEF network and thereby evade Th1 differentiation. However, in this study we did not track cell fate during the primary response, and so we have not been able formally identify the direct precursors of Tem and Tcm cells. Furthermore, a recent single cell analysis of CD4 T cell clones developing from malarial infection identified considerable heterogeneity in cell fates, and proposed that TM cells gradually arise from a pool of effector T cells rather than bypassing this stage (61). A similar study of CD8 T cells also found that viral infection leads to a heterogeneous population of responding cells that includes early arising effector T cells, that have an activation phenotype and have silenced genes associated with T cell memory (62). Following cell division, these effector T cells could subsequently generate distinct sub-populations of cells exhibiting either a Tem, Tcm or a Th1 cell phenotype, exhibiting differential expression of genes such as *Tbx21*, *Tcf7* and *Id2*.

### The Ag Recall Response Involves Extensive Rewiring of the ETS TF Network

Here we confirmed the previously proposed epigenetic priming model (2, 3) as the basis of the acquisition of immunological memory in T cells. We showed that a stable Ag recall response in *bona fide* long term Ag-specific memory T cells was indeed associated with epigenetic priming of gene regulatory elements within inducible effector T cell-specific genes. We demonstrated global epigenetic priming at DNA elements associated with greatly enhanced Ag responses in TM cells but not TN cells. In addition, a subset of these primed mDHSs were associated with genes that have increased steady state expression in Th1 cells such as *Tbx21* and *Ccl5*. In each case, the gene regulatory networks were supported by T-bet and ETS and RUNX factors.

One striking observation made here was that reactivation of TM cells by Ag resulted in a very rapid and global rewiring of the ETS gene regulatory networks. Previous studies conclusively established that ETS factors played crucial roles at every stage of hematopoietic, thymocyte and T cell development (63, 64). Early thymocyte development is associated with progressive down-regulation of the repressive ETS factor ETV6 and upregulation of the transcriptional activator ETS1 (65). ETS1 cooperates with LEF-1 and RUNX1 to activate expression of TCR genes (66–69). ETS1 is also essential for the development of a Th1 response in cells able to express IFN-γ (70). Paradoxically, we found that Ag-stimulation *in vivo* results in the almost immediate shutdown of the *Ets1* gene and activation of the *Etv6* gene. Taken together, these data suggest that TFs such as ETS1 are essential for driving T cell development and differentiation, and for maintaining immunological memory during homeostasis without activating transcription of immune response genes. In parallel with this switch in the role of ETS factors, we previously described opposing roles for different AP-1 proteins whereby (i) JUND maintains IL-2/IL-7-dependent priming during homeostasis, without activating transcription, and (ii) other TCR-inducible AP-1 proteins such as FOS, JUN and JUNB which drive reactivation of the immune response (5). Furthermore, previous studies found that depletion of *Ets1* or *JunD* in mice led to an increase in the number of activated T cells, and defects in Treg cells, suggesting that both ETS1 and JUND help to maintain homeostasis (71, 72).

In conclusion, the rewiring of the gene regulation program during T cell development, differentiation and activation involves many more levels than were previously fully appreciated. The memory T cell homeostasis program is holding genes in a poised receptive state, ready to be activated at a moment’s notice, and this program itself has to be shut down during an immune response to recall Ags.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) are: GEO, accessed via GSE165348.

## Ethics Statement

The animal study was reviewed and approved by UK Home Office.

## Author Contributions

SB, RF, DG, JS, CW, and DC performed the experiments. SB and PK analyzed the data. SB, DW, and PC wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by funding from the Medical Research Council (MR/P001319/1).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Stable Epigenetic Programming of Effector and Central Memory CD4 T Cells Occurs Within 7 Days of Antigen Exposure In Vivo
**Source:** Front Immunol. 2021 May 24;12:642807. doi: 10.3389/fimmu.2021.642807
**Supplement:** Supplementary file 1

# Supplementary material

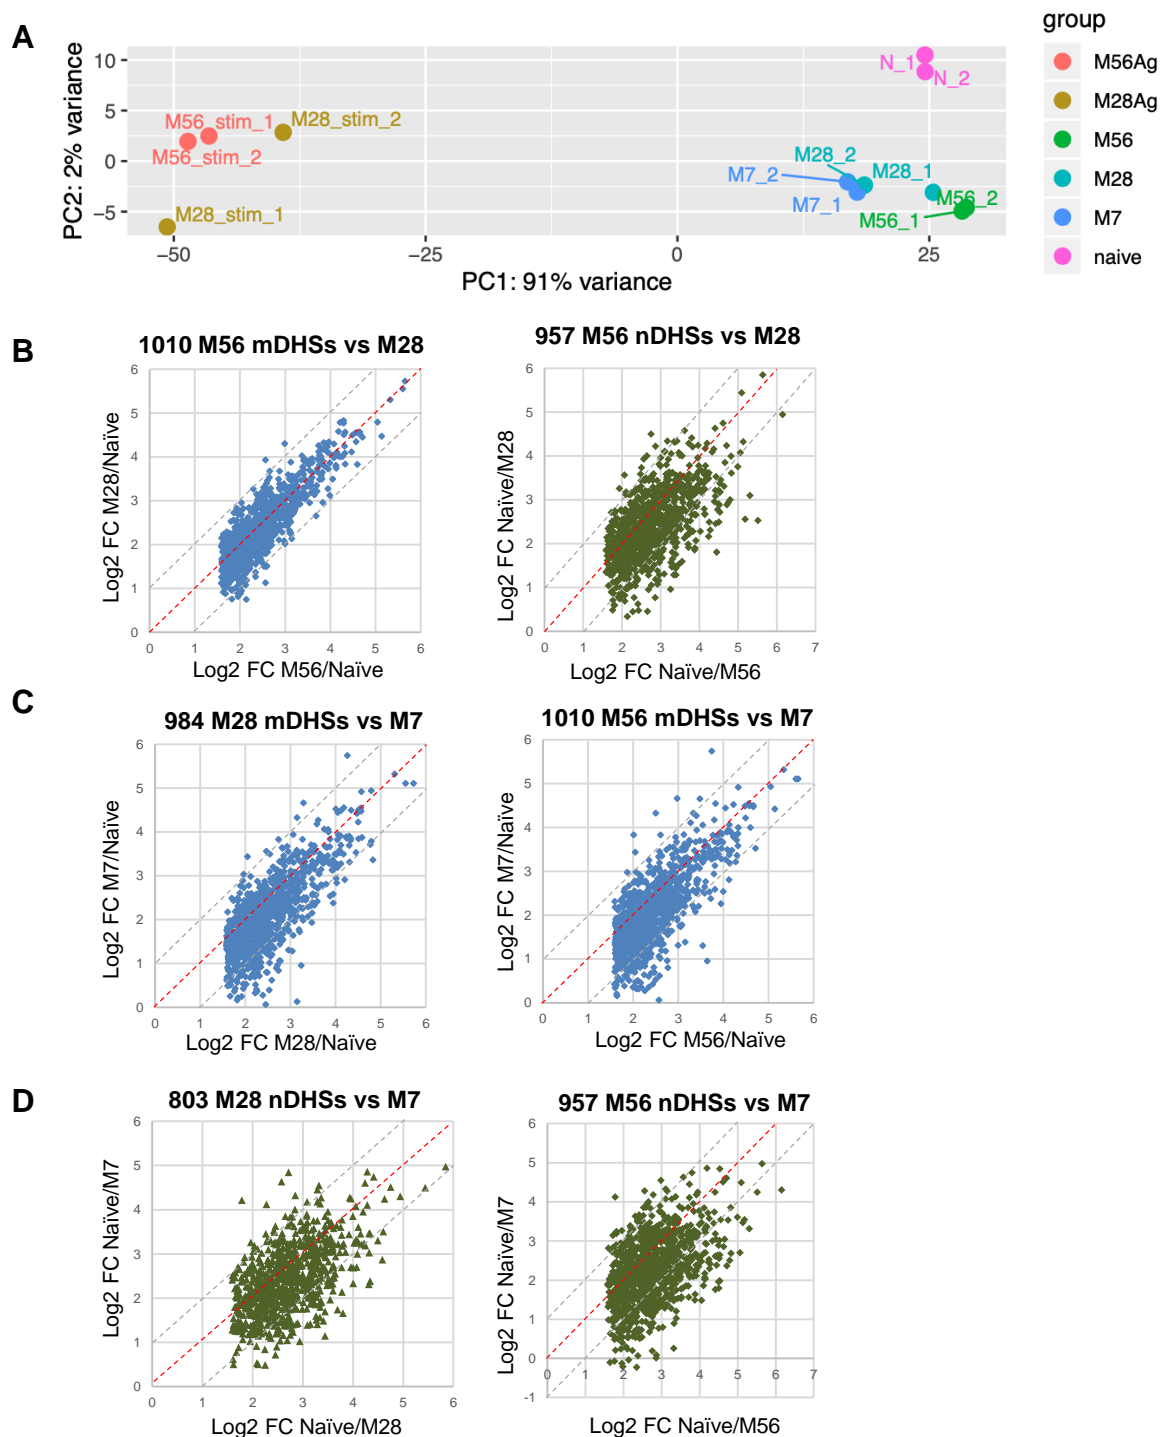

**Figure S1. Long term maintenance of chromatin profiles in Th TM cells.**

(A) Principal Component Analysis (PCA) of duplicate ATAC-Seq data from TN, M7, M28, M56, M28Ag and M56Ag. (B-D) Log2 fold change values for ATAC-Seq data for mDHSs and nDHSs in TM cells relative to TN cells for M28 compared to M56 (B), mDHSs in M28 and M56 relative to M7 (C), and nDHSs in M28 and M56 relative to M7 (D). The red dashed lines represent the equivalence points. The grey dashed lines indicate the boundaries of values that are 2-fold different.

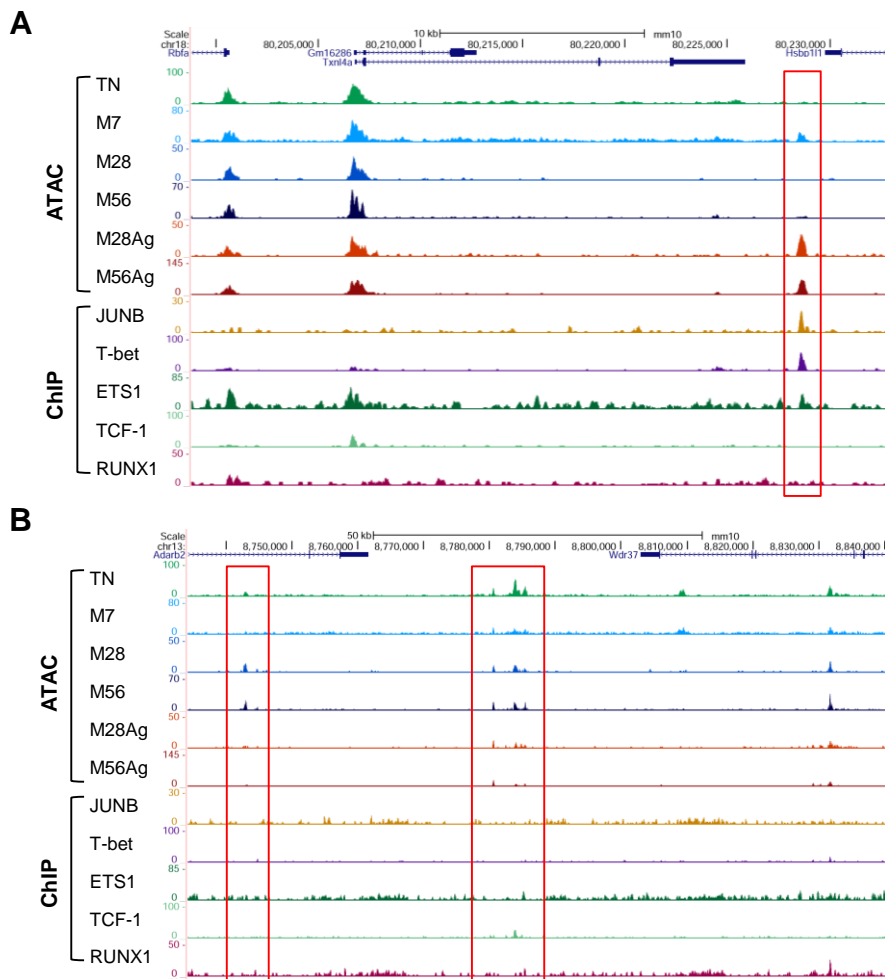

## Figure S2

**Examples of changes in chromatin that appear transiently 7 days post infection.**

UCSC genome browser screenshots of DHSs.

(A) Example of an M7-specific mDHS, seen at day 7 but not 28 or 56, which is also an iDHS.

(B) Example of an M7-specific nDHS, seen at day 7 but not 28 or 56, which is also a dDHS.

## Digital DNase I footprinting of 984 mDHSs in memory and naïve T cells

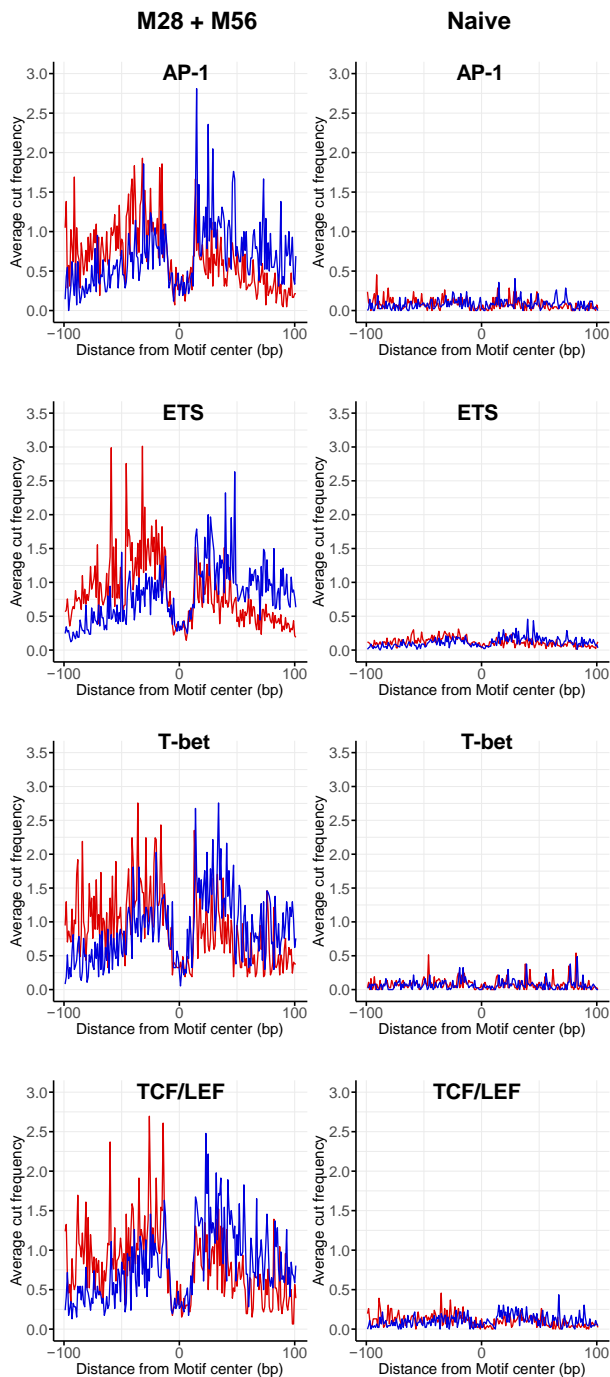

DNA strand — Forward — Reverse

## Digital DNase I footprinting of 803 nDHSs in memory and naïve T cells

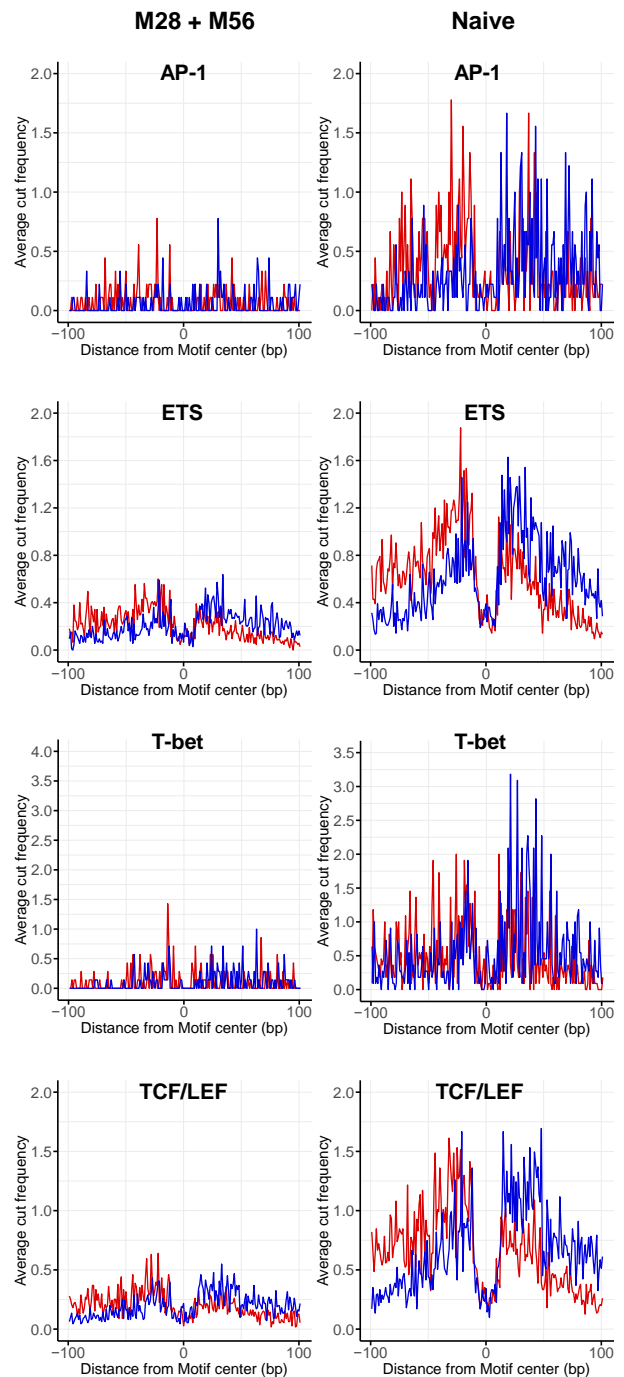

## Figure S3

*In silico* ATAC footprinting of occupied TF binding sites in TM cells.

The Wellington algorithm was used plot the accumulated ATAC signal over TF motifs in TM and TN cells in mDHSs and nDHSs defined in M28 and N.

## Digital DNase I footprinting of 6703 M28Ag iDHSs before and after Ag

## Digital DNase I footprinting of 1935 M28Ag dDHSs before and after Ag

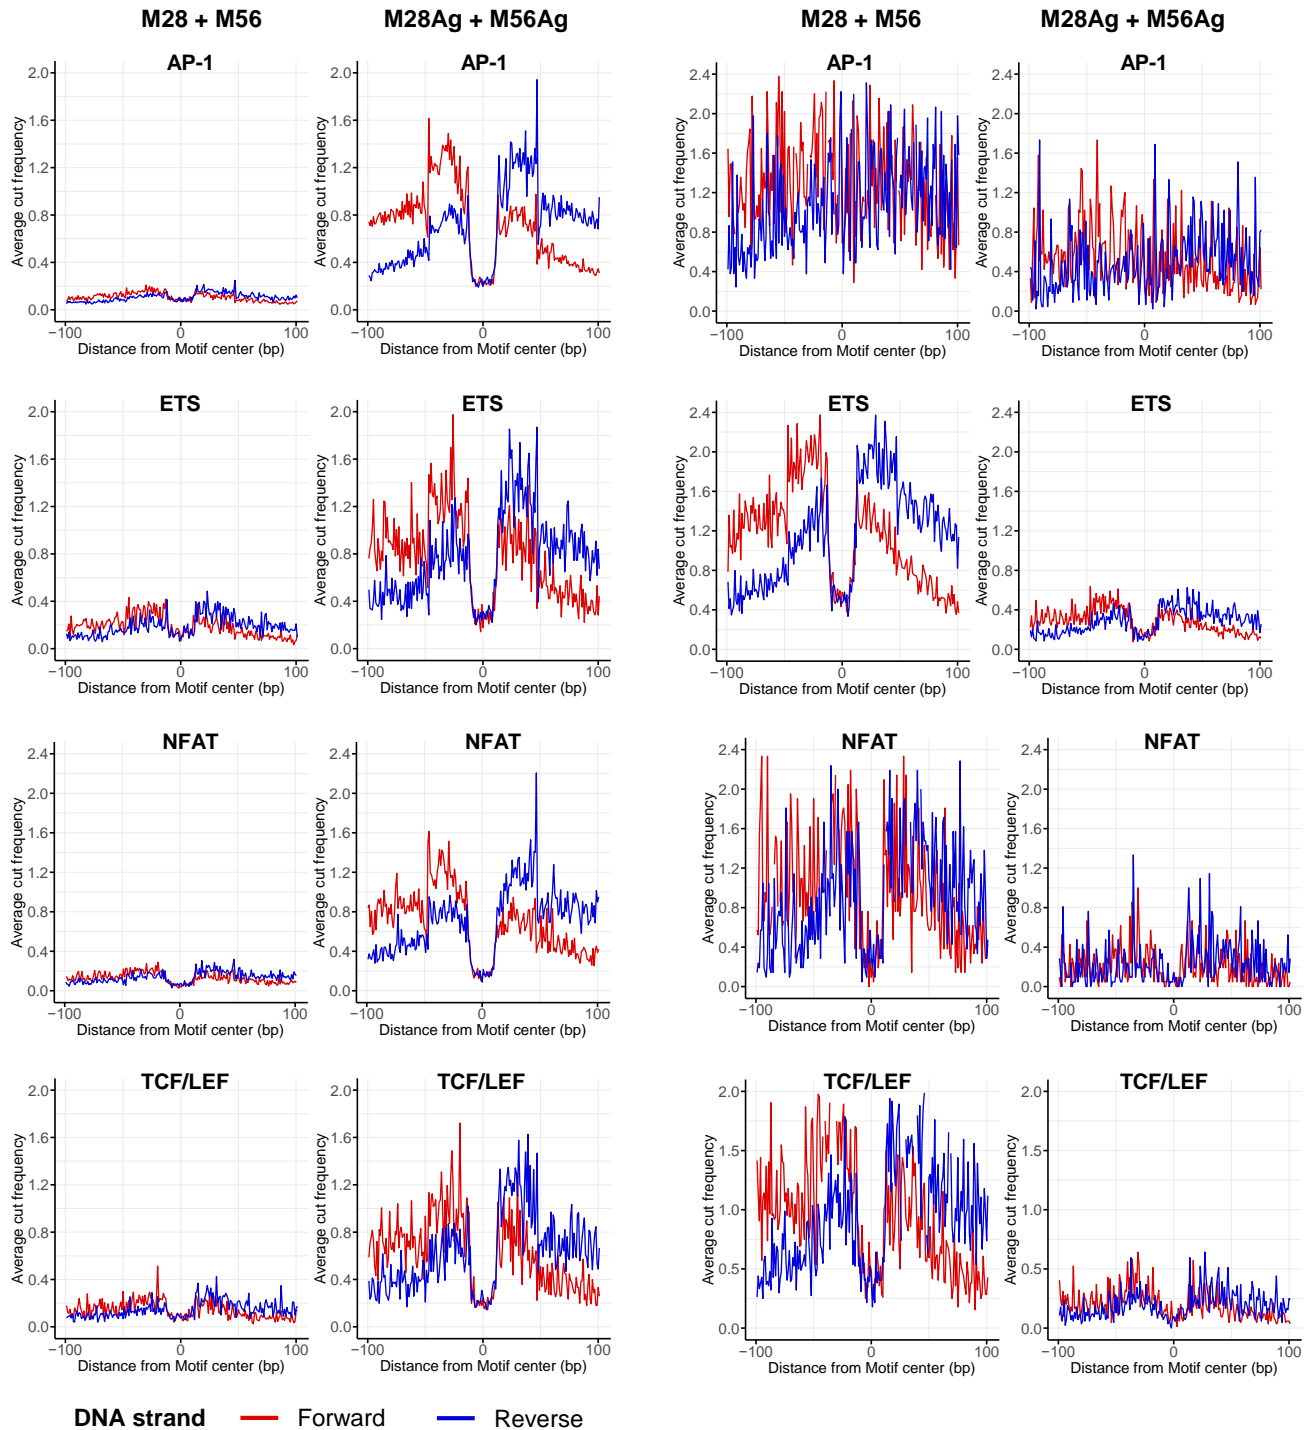

## Figure S4

*In silico* ATAC footprinting of occupied TF binding sites in Ag-stimulated TM cells.

The Wellington algorithm was used plot the accumulated ATAC signal over TF motifs in TM cells and TM + Ag in mDHSs and dDHSs defined in M28 and M28Ag.

# Figure S5

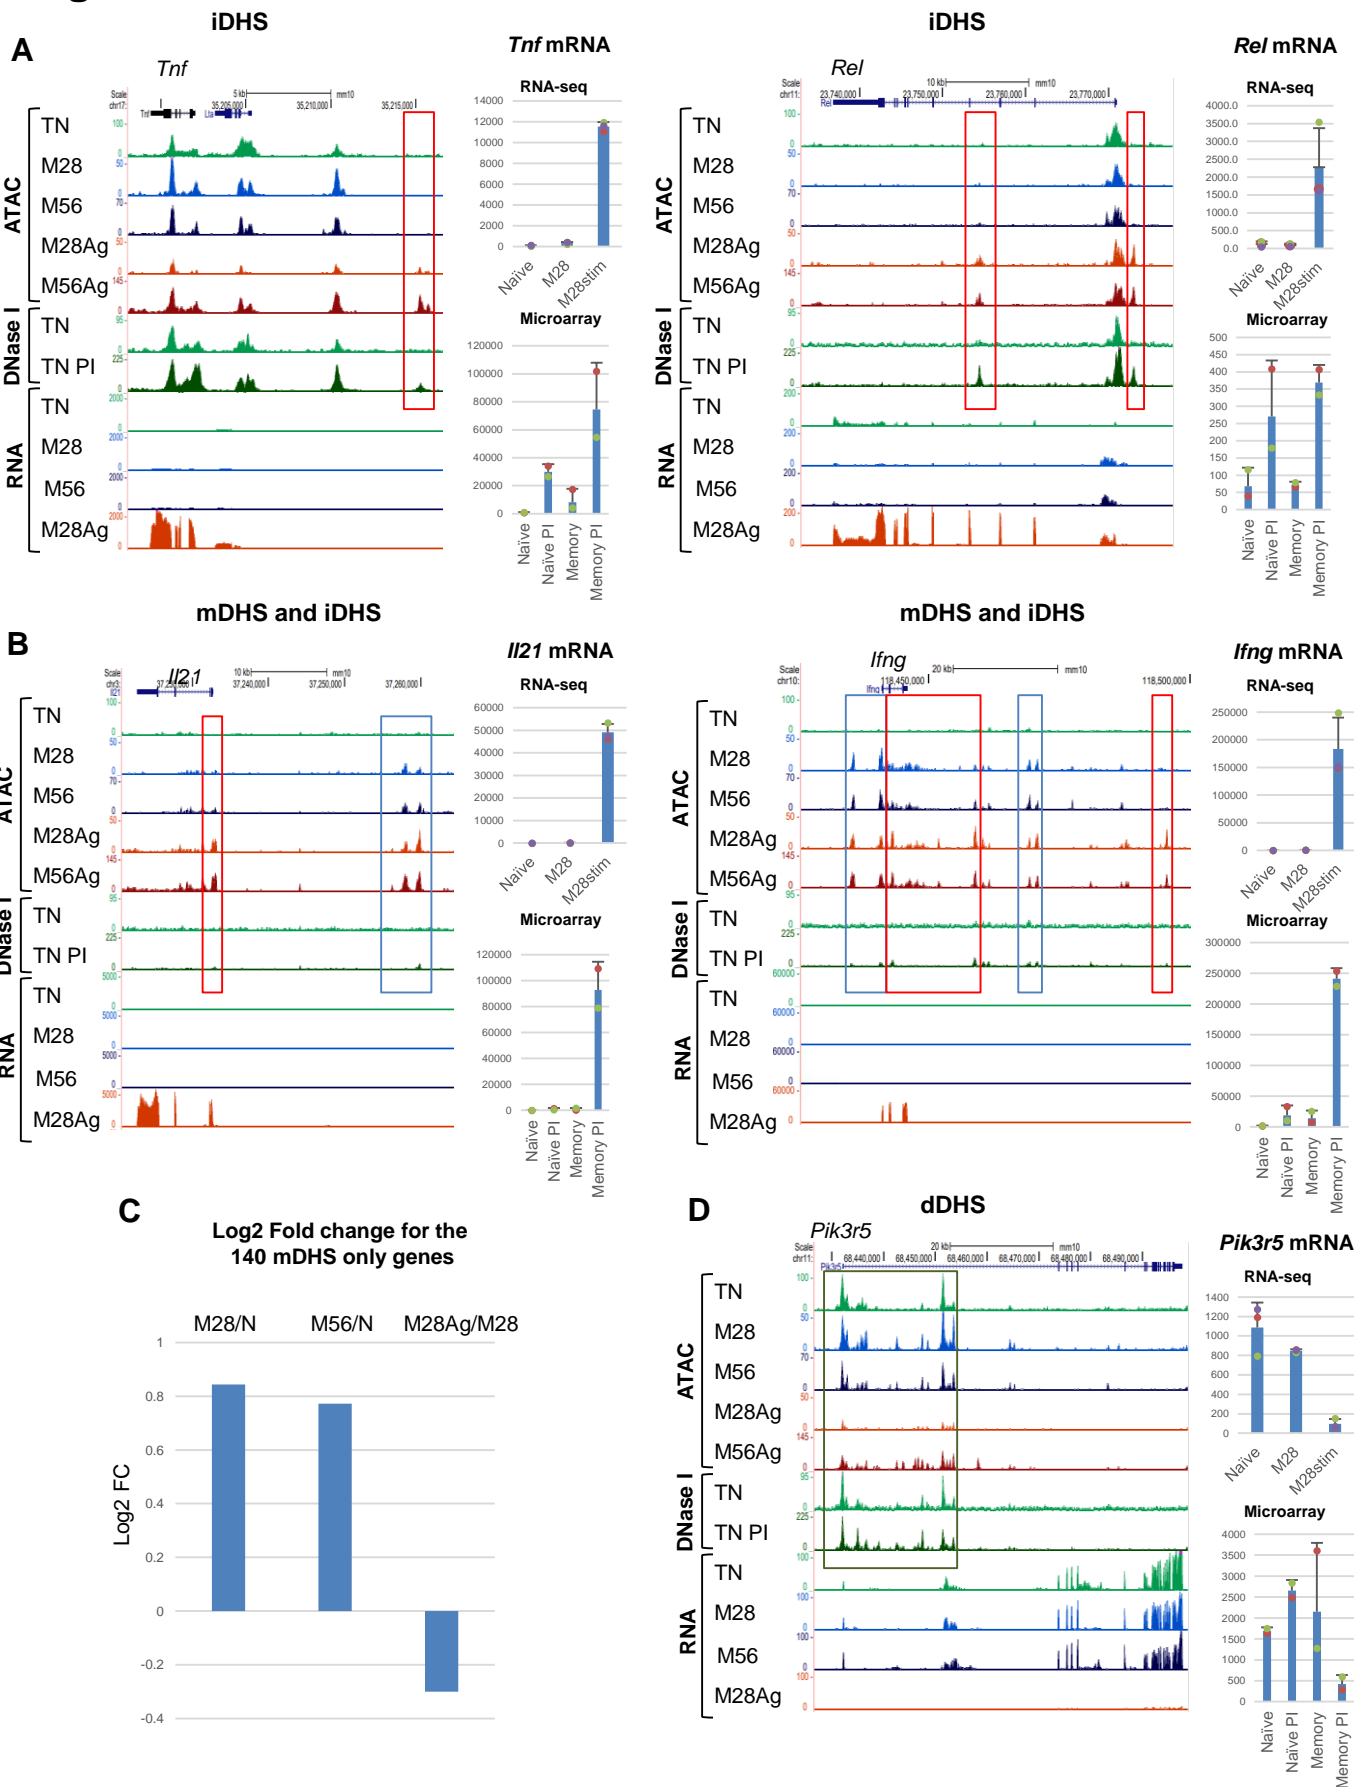

## **FIGURE S5.**

### **Examples illustrating the roles of mDHSs, iDHSs and dDHSs.**

(A, B, and D) UCSC browser screen shots showing ATAC-Seq, DNase-Seq and RNA-Seq data for representative genes with iDHSs (A), mDHSs and iDHSs (D), or dDHSs (D). Tracks include published DNase-Seq data for naïve CD4 T cells (TN) before and after PI-stimulation (3). Red boxes highlight iDHSs, blue boxes highlight mDHSs, and the dark green box highlights a dDHS. Shown at the right are RNA-Seq data for TN, M28 and M28 Ag (top) and published microarray data for responses to PI-stimulation of CD4 memory phenotype cells and naïve T cells (bottom) (3). Standard deviation is shown for 3 replicates for the RNA-seq data and 2 replicates for the microarray data. (C) Average Log2 values of the fold change (FC) in mRNA expression of genes associated with mDHSs in the indicated cell types.

## **Supplemental data files**

### **Table S1**

#### **DHS subgroups defined by ATAC in TN and TM cells.**

ATAC-seq data subsets from naïve T cells (TN), memory T cells (M7, M28 and M56) and Ag-stimulated memory T cells (M28Ag and M56Ag).

### **Table S2**

#### **KEGG pathway analyses of genes linked to specific subsets of ATAC peaks.**

These subsets include (i) mDHSs identified in memory T cells in M7, M28 and M56, or in M7 only, (ii) genes in M28 which are linked to mDHSs but not iDHSs, are linked to mDHSs but not iDHSs, are linked to iDHSs but not mDHSs, or are linked to dDHSs but not mDHSs or iDHSs, and (ii) Tem and Tcm-specific DHSs.

### **Table S3**

#### **TN and TM -specific Gene subsets defined by RNA-seq.**

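Table S3 is a set of sheets with the genes of each RNA-Seq subset, their normalized counts, log2 fold changes and adjusted p. In the copy used, the sheet of genes higher in M28 than in TN lists 292 of the 293 genes that the paper gives for it, and that of lower genes lists 152. In these sheets each log2 fold change equals log2 of the ratio of mean normalized counts after 10 was added to both means, with a largest difference of 9.8e-06, and the lowest mean in the higher group is 150.4. All 152 genes of the sheet of lower genes had a lower mean in M28 than in TN in the deposited counts, and 58 of them were called lower.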

RNA-seq data subsets from naïve T cells (TN), memory T cells (M7, M28 and M56) and Ag-stimulated memory T cells (M28Ag and M56Ag).

### **Table S4**

#### **Tem and Tcm specific subsets of mDHSs.**

ATAC-seq data subsets for DHSs in Tem and Tcm-specific mDHSs from CXCR5+ve and CXCR5-ve memory T cells.

How the deposited data were processed for this re-analysis (not part of the article)

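RNA was measured by RNA-Seq in 18 libraries of 6 groups of CD4 T cells, with 3 libraries in each group: TN, M28, M56 and M28Ag from C42 mice, and CXCR5-ve Tem and CXCR5+ve Tcm from WT mice. The methods state that the authors trimmed the paired-end reads with Trimmomatic, aligned them to mm10 with Hisat2 at default parameters and counted them on RefSeq genes with htseq-count. The authors deposited these values as whole-number counts per gene, 1 file per library, with no normalization and no pooling. The strand setting, the minimum mapping quality and the treatment of overlapping genes are not given in the sources used here, so the counts of genes whose annotated spans overlap are uncertain. Each file lists 35976 gene symbols, 0 entries without a symbol, and no entries for reads without a gene. Libraries were matched to groups and replicates from the sample labels and the paper's methods, and 0 libraries fell outside that mapping. Group names follow the paper, with Tem for CXCR5-ve and Tcm for CXCR5+ve cells.

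Total counts per library ranged from 3774812 in TN to 25230627 in Tcm. Before averaging, the libraries of each group were compared in pairs by a chi-square statistic of their counts over genes with at least 20 counts in the pair, and pairs under 2 per degree of freedom were counted as 1 sample. This held for replicates 1 and 3 of M28 and of M28Ag, which differed by little more than the sampling noise, while the other 16 of 18 pairs lay between 17.3 and 118. The counts of each such pair were added, which gave 16 samples and n = 2 in M28 and in M28Ag. The design set beforehand had all 18 libraries as separate samples, and that fit is given as an alternative chosen after seeing the data.

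Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr, which left 13379 genes, library sizes were scaled by TMM, and all samples entered 1 robust quasi-likelihood fit with a coefficient per group. The comparisons were M28 with TN, M56 with TN, M56 with M28, M28Ag with M28 and Tem with Tcm. A call needed an adjusted p under 0.05 (Benjamini-Hochberg), a change over 3-fold in the mean normalized count + 10, and a mean over 150 in the higher group. Standard errors of log2 fold changes were taken from the spread between samples by the delta method. The tests, the comparisons, the gene lists, the rule for named genes and the alternatives other than those named as chosen after seeing the data were set before the data were examined.

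Sharing of replicate numbers was checked by the correlation, across genes, of the deviations of same-numbered samples from their group means. It was 0.226, 0.232 and 0.249 for Tem and Tcm, which were taken as paired from these values, since the paper and the labels name no shared animal or day. It was -0.0517 and 0.0826 for M28 and TN, -0.0583, -0.00388 and 0.0123 for M56 and TN, 0.0412 and -0.0462 for M56 and M28 and 0.0318 and 0.0318 for M28Ag and M28, so these share only a number. Comparisons that share libraries were set against 20 simulations of unchanged groups, in which the shared libraries were drawn as well, so that their error entered both comparisons. The changes in M56 of genes chosen by their change in M28 were set against as many simulations in which M28 and M56 were drawn around 1 mean. The steps were tested on simulated data with 200 of 13379 genes changed 6-fold, where 190 of the changed genes were recovered for M28 and TN, 191 for M56 and TN, 182 for M56 and M28 and 181 for M28Ag and M28, with 5, 2, 3 and 5 wrong calls, and 1 wrong call for Tem and Tcm. No change as wide as that of M28Ag was simulated, so its scaling was not tested in this way.

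The genes named singly are those the paper names for an RNA measurement in its text or in Figs. 1G, 1H, 1K, 2C, 2D, 3A, 3B, 3F, 4, 5, 6G-I and 7A-C, all mouse ETS family genes, the genes of the fixed lists and, in each comparison, the 3 called genes with the largest rise and the 3 with the largest fall whose samples do not overlap. Values of some of them had been seen in the paper's Table S3. Some genes of this rule are not reported here. Genes named outside this rule are said to be chosen after their values were seen. The fixed lists, 13 in number, hold markers of red pulp macrophages, B cells, neutrophils and monocytes, erythroid cells, CD8 T and NK cells, all T cells, naive T cells and Tfh cells, genes of the cell cycle, immediate early genes, heat shock genes, and female and male sex-linked genes. They were tested with limma's camera and fry.

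The alternatives were DESeq2, DESeq2's size factors in edgeR, no filterByExpr filter, no minimum mean, edgeR's fitted log2 fold change, a pseudocount of 1, a fit of only the 2 groups compared, a replicate block, and each library left out in turn. DESeq2, planned on the 18 libraries, was run on the same 16 samples. For the genes nearest to mDHSs, the alternatives were DESeq2's size factors, only genes kept by filterByExpr, a pseudocount of 1, each mDHS counted, and each library left out. Alternatives chosen after seeing the data were the 18 libraries as 18 samples in edgeR and in DESeq2, the minimum mean on the scale of Table S3, both together with DESeq2, the sample of replicates 1 and 3 left out, and 3-fold alone for M28 against TN. The ATAC-Seq, DNase and ChIP-Seq data of the paper were not analysed here. The sheets of Table S1 other than that of M28 mDHSs and the sheets of Table S3 for Tem and Tcm were not used here.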

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

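The tests of the macrophage genes within M28 and between Tem and Tcm, of the erythroid genes against a lower share of T cells, of Spic and Spi1 within groups, of Spic relative to the C1q genes, of Hspa1b in the other groups of stained and enriched cells, of the B cell genes in 1 library, and of GC content and scaling were chosen after the result was seen. Each result in this part was picked out because a gene, or a list of genes, that the paper's text does not discuss was measured above its level in the comparison group or in the other samples.

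The 15 red pulp macrophage genes had a median log2 fold change of 1.92 in M28 over TN, 2.17 in M56 over TN and -2.42 in Tem over Tcm. 15 of 15 were higher in both M28 and M56, and 15 of 15 were higher in Tcm than in Tem. Without the M28 sample of replicates 1 and 3 the median in M28 was -0.01, with 7 of 15 genes higher than in TN, so the result in M28 rests on that sample. With any other library left out the median was 1.56 to 2.73 in M28, 1.70 to 2.92 in M56 and -2.79 to -2.02 in Tem over Tcm, where 1 gene of the list was higher in Tem without Tcm replicate 2, Tcm replicate 3 or Tem replicate 3. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 gene passed over all genes and 6 adjusted over the list alone in M28, 1 and 12 in M56, and 6 and 12 in Tem against Tcm. The Benjamini-Hochberg adjusted p from camera was 7.7e-04, 3.7e-07 and 6.5e-14. From fry it was 0.156, 0.0251 and 0.0183, so the M28 result did not hold, and with an estimated correlation it was 0.631, 0.327 and 0.174, where none of them held. The 3 genes of the list with the highest means in M28, Slc40a1, Hmox1 and Vcam1, were at 1648, 1245 and 1160.2 normalized counts in M28, 2236, 1096 and 1344 in M56, 488, 309 and 311 in TN, 433, 348 and 316 in Tcm and 58.2, 154 and 20.0 in Tem. In Tem the mean was under 10 for 7 of the 15 genes, and no gene of the list is in another of the marker lists.

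A lower share of T cells among the sorted memory cells could raise the markers of other cell types. The erythroid genes had a median log2 fold change of -3.51 in M28 over TN, but they cannot decide this. Magnetic enrichment is given for memory cells alone, and red blood cell RNA in the TN samples is a candidate explanation for that fall. Macrophage RNA in the sorted cells is a candidate explanation. The 15 genes of the list were all lower in M28 replicate 2 than in the other M28 sample, so that they moved together within a group. That all 15 were higher in Tcm is part of the result to be explained and does not test this explanation. The day after infection and the subset are biological differences that the design names, and they stay open as untested. Spic and Spi1, which the paper counts among the expressed ETS genes, bear on this. Over 14 unstimulated samples Spic followed the mean log2 level of the macrophage genes (Spearman 0.838, permutation p = 2.7e-04, adjusted 0.00108 over 4 relations). Pearson's r was 0.853 (permutation p = 1.8e-04, adjusted 7.2e-04), and 0.777 without the 2 samples farthest from the median. For Spi1 the values were 0.705 (permutation p = 0.00621, adjusted 0.0124) and 0.734 (permutation p = 0.00370, adjusted 0.00740), with 0.571 without the 2 farthest samples. Against the B cell genes, the Spearman correlation was 0.0286 for Spic (permutation p = 0.924, adjusted 0.924) and 0.591 for Spi1 (permutation p = 0.0277, adjusted 0.0370), and Pearson's r was -0.135 and 0.446. The samples come from 5 groups. With each sample taken as its deviation from its group mean, and all 2592 arrangements within the groups counted, the macrophage genes gave a Spearman correlation of 0.512 (exact permutation p = 0.169, adjusted 0.226) for Spic and 0.481 (exact permutation p = 0.151, adjusted 0.226) for Spi1, and a Pearson's r of 0.545 (exact permutation p = 0.126, adjusted 0.168) and 0.596 (exact permutation p = 0.0586, adjusted 0.117). The B cell genes gave Spearman correlations of 0.284 (exact permutation p = 0.481, adjusted 0.481) and 0.763 (exact permutation p = 0.00116, adjusted 0.00463), and a Pearson's r of 0.0331 (exact permutation p = 0.926, adjusted 0.926) and 0.557 (exact permutation p = 0.0154, adjusted 0.0617). Without the 2 farthest samples Pearson's r was 0.670 for Spic and 0.440 for Spi1, so that of Spic depends on these samples. Within groups neither gene thus followed the macrophage genes at an adjusted p under 0.05, while Spi1 followed the B cell genes by Spearman's rho and not by Pearson's r. The arrangements shuffle Tem and Tcm separately, although their same-numbered samples were taken as paired. Replicate 3 had the highest Spi1 count and B cell level in both Tem and Tcm. These p therefore count linked samples as independent and may be too small. For Spic, macrophage RNA and a difference between the groups cannot be told apart, and for Spi1 B cell RNA also stays open beside these, since no value here decides between them. B cell RNA is not excluded for Spic either, since its relation to the B cell genes changed with the samples left out.

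In M28Ag, Spic stood at 66.5% of C1qa, C1qb and C1qc together, from 60.4% to 72.6% in its samples, against 14.6% in M28, 9.16% in M56 and 12.7% in TN. Whether this comes from macrophages that changed after peptide and LPS or from the T cells cannot be told apart, because the macrophages of these mice were not measured by themselves.

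Hspa1b, which the paper lists in Table S3 and does not discuss, had a log2 fold change of 6.31 in M28 over TN and 6.77 in M56 over TN. Neither passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p of 0.155 and 0.132, and over the alternatives the adjusted p ran from 8.6e-100 to 0.398 and from 1.1e-114 to 0.334. It was called in both by DESeq2, with no filterByExpr filter, with only the 2 groups compared and, chosen after seeing the data, by DESeq2 on the 18 libraries. Its normalized counts were 0.9, 45.4 and 9.8 in TN, 3204 and 1323 in M28, 48.4 and 92.7 in M28Ag, and 937 and 1907 in replicate 2 of Tcm and Tem, where the other replicates were at 2.9 to 65.1. Hspa1a, a near-identical copy whose reads the authors' counting could have split with it, moved the same way, so the 2 genes are not separate evidence. Hspa1a was at 831 in M28 and 1026 in M56 against 1 count in the TN libraries, a ratio of 2373 with a 95% counting interval of 426 to 93719.6 for M28. It was 1430.3 without TN replicate 1 and 1272 without TN replicate 3, and without TN replicate 2, which held that count, Hspa1a was at least 681-fold higher. The heat shock list as a whole had a median log2 fold change of 0.22 and 0.42 over TN in the same comparisons. Memory cells were stained with tetramer and enriched on beads, which neither the methods nor the labels give for TN. Handling shared by all stained and enriched groups is argued against as the whole cause for Hspa1b, because 6 of 8 samples of M28Ag, Tcm and Tem lay under the lowest M28 or M56 sample, 1297, even when multiplied by 10. The immediate early genes other than those of AP-1 had a median above TN in 4 of 4 groups, which handling would give, but enrichment and memory state run together in this design. Handling that differed between sorts and a fall in M28Ag after peptide and LPS stay open as untested, as does memory state.

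Cd79a, a B cell gene, was at 1229 normalized counts in Tcm replicate 3, against 0 to 117 in the other samples. Of the B cell genes over 100 normalized counts in that library, 9 of 9 were highest there among 16 samples, and 10 of 12 over all tested genes of the list, with Fcer2a and Cr2 as the exceptions. Ms4a1 was at 1126 and Cd74 at 8568. B cell RNA in that library is a candidate explanation, and Cd74 and the class II genes of the list are also expressed by macrophages and by other antigen presenting cells, so they do not point to B cells alone. The list median in Tem over Tcm was -3.50, and 2 genes passed over all genes and 5 adjusted over the list alone by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without this library the log2 fold change of H2-Ab1 went from -4.32 (adjusted p 0.0247, 9.3e-38 to 0.108 over the alternatives) to -2.47 (adjusted p 0.0375) and stayed called, and that of H2-Eb1 from -3.53 (adjusted p 0.00909, 4.6e-13 to 0.0672 over the alternatives) to -1.94 (adjusted p 0.0474) and was no longer called, all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same test H2-Ab1 also lost its call with only the 2 groups compared (adjusted p 0.0737) and without Tem replicate 1, 2 or 3 (adjusted p 0.108, 0.0997 and 0.0990), and H2-Eb1 with only the 2 groups compared (adjusted p 0.0672) and without Tem replicate 1 or 3 (adjusted p 0.0534 and 0.0512). Cd74 and H2-Aa, at -4.20 and -3.48 (adjusted p 0.0721 and 0.0517 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), were not called, and they were at -1.87 and -1.40 without this library and not called either. Both were called by DESeq2 (adjusted p 1.2e-04 and 8.9e-05), with no filterByExpr filter (3.7e-63 and 4.9e-17), without Tcm replicate 1 (0.0220 and 0.0229) and, chosen after seeing the data, with the 18 libraries as 18 samples (0.0278 and 0.0232) and with DESeq2 on these (5.4e-05 and 4.8e-04), all with Benjamini-Hochberg adjustment. H2-Aa was also called with DESeq2's size factors (0.0493) and without Tcm replicate 2 (0.0349) by edgeR with Benjamini-Hochberg adjustment, and over the alternatives the adjusted p ran from 3.7e-63 to 0.195 for Cd74 and 4.9e-17 to 0.253 for H2-Aa. No biological explanation was tested for a difference within one group.

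Gabpa, an ETS gene that the paper lists in Table S3 and that is absent from Fig. 4B, rose by a log2 fold change of 1.68 in M28Ag over M28 (adjusted p = 5.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2.7e-13 to 0.00230 over the alternatives), in 2 of 2 samples. The value was 1.51 without M28 replicate 2, under 3-fold, so the call rests on that library, and 1.58, also under 3-fold, with the 18 libraries as 18 samples, chosen after seeing the data. Its annotated span overlaps that of Atp5j, so counts could be split between them. Over all called genes, GC content and a scaling factor are argued against as the whole cause: 1342 of 1362 rises and 1317 of 1494 falls, 2659 genes in all, stayed over 3-fold after the trend on GC content was removed. With the 1 factor for all genes that leaves the fewest changes, 3032 of the 8198 tested genes whose higher mean was over 150 were still over 3-fold, where 3090 were so on the TMM scale, against 20 of 7828 between M56 and M28. Whether the RNA per cell changed was not tested. Peptide and LPS are the biological difference of this design.

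Il17f was at 4515 normalized counts in M28Ag (5041 and 3989.7 in its samples) and at 0 in all samples of M28 and of M56, at least 4485-fold higher than in M28 with 3 counts taken over the M28 group. This limit was 1870.4 without the M28 sample of replicates 1 and 3 and 2615 without M28 replicate 2. The adjusted p was 9.2e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, within 4.2e-87 to 0.0245 over the alternatives. Scaling does not change a gene with no counts on one side, and the lists of other cell types hold no marker of cells that make Il17f, so neither RNA from other cells nor a response of the sorted cells was tested. The paper lists this gene in pathways of Table S2 and does not discuss its RNA.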

How the results depend on the processing

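The tests in this part chosen after the result was seen are those with the 18 libraries as 18 samples, in edgeR or DESeq2, with the minimum mean on the scale of Table S3, without the M28 or M28Ag sample of replicates 1 and 3, and with 3-fold alone for M28 against TN.

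The number of genes higher in M28 than TN was 220, and over the alternatives other than leaving out a library it was 190 to 321. The genes higher in M56 (191) were 182 to 285, those higher and lower in M28Ag (1401 and 1571) were 1360 to 1492 and 1508 to 2252. Those higher in Tem (98) were 66 to 137, and the M28-up genes higher in Tem (46) were 31 to 64. The cause of the changes given below was not tested. The higher counts with no filter come only in part from genes that were not tested with it, because 87 of the 100 genes that were called lower in M28 only without the filter, and 62 of 75 in M56, had been tested with it. Counts without the filter are thus given as a dependence on the processing and not as a better test.

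With DESeq2 the genes lower in M28 numbered 121 instead of 64, those lower in both M28 and M56 61 instead of 38, and those higher in Tcm 71 instead of 44, and the R2 of M56 on M28 over genes higher in M28 was 0.888 instead of 0.913. DESeq2 called 247 genes higher and 121 lower in M28, so 67.1% were higher against 77.5% of 220 and 64, and it shared 212 and 64 of the genes called here. With no filter on low counts, 163 genes were lower in M28, 144 in M56 (instead of 69) and 107 in both. Without that filter 85 were higher in Tcm, 20 were lower in M56 than in M28 (instead of 0), 14 M28-up genes (instead of 6) and 8 M28-down genes (instead of 5) were higher in Tcm, and 1 M28-down gene (instead of 0) was higher in Tem. The R2 became 0.845, and the Ag-induced genes within 2-fold between M28 and TN 83.9% instead of 86.0%. In the direct comparison of M56 with M28, 0 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 377 an unadjusted one, DESeq2 gave 0 and 510, and without the filter 49 and 667.

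Without the minimum mean, 251 genes were higher in both M28 and M56 instead of 167, 68 were higher in Tcm, 8 M28-down genes were higher in Tcm, the R2 over genes higher in M28 was 0.863, and 77.4% of the Ag-suppressed genes were within 2-fold instead of 82.2%. With edgeR's fitted log2 fold change the R2 was 0.964 over genes higher and 0.631 over genes lower in M28 (instead of 0.842), and 82.3% of the Ag-induced genes were within 2-fold. A pseudocount of 1 gave an R2 of 0.948 and 82.7%. When only the 2 groups compared were fitted, 110 genes were lower in M28, 59 in both, 3 M28-up genes were higher in Tcm, and 80.5% of the Ag-suppressed genes were within 2-fold. The mean log2 fold change of genes nearest to mDHSs was 0.66 in M28 and 0.60 in M56, and it was 0.82 and 0.75 over genes kept by filterByExpr, 0.90 and 0.84 with a pseudocount of 1, and 0.89 and 0.82 with each mDHS counted.

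Of the alternatives chosen after seeing the data, the 18 libraries as 18 samples gave 103 genes lower in M28, 60 lower in both and an R2 of 0.871. With DESeq2 on these, the values were 125, 71 and 0.865, with 3 genes lower in M56 than in M28 and 73 higher in Tcm. With DESeq2 and the minimum mean on the scale of Table S3, they were 135, 77 and 0.860, with 3 genes lower in M56 than in M28, 76 higher in Tcm, 105 lower in M56 and 10 M28-up genes higher in Tcm. With 3-fold alone for M28 against TN, 68 Ag-induced genes were higher in M28 instead of 34.

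With each library left out in turn, the genes lower in M28 numbered 25 to 93 (25 without M28 replicate 2), those lower in M56 43 to 69 (43 without M56 replicate 3) and those lower in both 20 to 39 (20 without M28 replicate 2). The genes higher in M56 than in M28 numbered 0 to 2 (2 without the M28 sample of replicates 1 and 3), the Ag-induced genes higher in M28 23 to 43, the M28-up genes higher in Tcm 4 to 9, and the M28-down genes higher in Tcm 1 to 8 (1 without M28 replicate 2, 8 without Tem replicate 1 and 8 without the M28 sample of replicates 1 and 3). In parentheses are the libraries that moved a count by over 1.5 times. The R2 was 0.855 to 0.939 over genes higher and 0.484 to 0.887 over genes lower in M28, with the lowest value of the latter without the M28 sample of replicates 1 and 3, the Ag-induced share within 2-fold 79.8 to 87.8%, the Ag-suppressed share 78.6 to 83.7%, and the mDHS mean 0.57 to 0.69 in M28 and 0.58 to 0.63 in M56. Where this left 1 sample in a group, that sample is assumed to vary like the other groups.

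With the replicate block, 190 genes were higher and 58 lower in M28, 182 and 55 in M56, 154 and 31 in both, 1402 and 1572 in M28Ag, 114 in Tem and 51 in Tcm, 29 Ag-induced genes were higher in M28, and the overlaps with Tem and Tcm were 47, 7, 5 and 0. It moved no count by over 1.5 times. The samples of TN, M28, M56 and M28Ag share only a number. Gzmb in M28 over TN lost its call under the block, with an adjusted p of 0.120 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, within 2.9e-85 to 0.152 over the alternatives.

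Of the log2 fold changes of named genes, 91 kept their sign and their side of the adjusted p threshold in every setting and 32 changed side in at least 1 setting other than leaving out a library. With the 3-fold threshold and the minimum mean counted too, 86 kept sign, side and call, the call of 22 changed in at least 1 setting other than leaving out a library, and that of 13 with a library or sample left out. Over 9 such settings each, 1107 values were on the same side, 6 fell below it, 83 rose past it and 0 changed sign, and with a library or sample left out the numbers were 897, 27, 4 and 8. Those that changed sign had not passed the threshold. In M28 over TN, Bcl6 went from -0.29 to 0.31 without TN replicate 3 and 0.36 without M28 replicate 2, and without the M28 sample of replicates 1 and 3 Tcf7 went from 0.25 to -0.065 and Vcam1 from 1.87 to -0.36. In M56 over M28, Ccl5 went from -0.96 to 0.13 without M28 replicate 2 and Ifng from 0.44 to -0.14 without M56 replicate 2. In Tem over Tcm, Runx1 went from -0.11 to 0.10 without Tcm replicate 1 and 0.023 without Tem replicate 3. With each library or sample left out in turn these values ran from -1.50 to 0.36 for Bcl6, -0.065 to 0.52 for Tcf7, -0.36 to 2.85 for Vcam1, -1.57 to 0.13 for Ccl5, -0.14 to 0.74 for Ifng and -0.31 to 0.10 for Runx1. DESeq2's size factors moved the median log2 fold change over the tested genes whose higher mean was over 150 by between -0.0268 and 0.0206. TN replicate 2 had the lowest total count, 3774812, which limits the genes that could be tested at low levels.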

Differences from the paper's values

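Of the tests in this part, those with the 18 libraries as 18 samples, with the minimum mean on the scale of Table S3 and with 3-fold alone for M28 against TN were chosen after the result was seen, and the other alternatives named were set before the data were examined. A value is said to be within 1.5 times of the paper's where neither is more than 1.5 times the other. With no filterByExpr filter, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave very small adjusted p even for genes with a wide spread. For Cd74 in Tem over Tcm this adjusted p from edgeR was 3.7e-63, with Tcm samples at 367, 928 and 8568 normalized counts. A number within 1.5 times of the paper's under that setting is therefore weak support for the paper's calls.

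The paper's Table S3 gives 152 genes lower in M28 than in TN, and 64 were called here. The number was within 1.5 times of the paper's at 121 with DESeq2, 163 with no filterByExpr filter and 110 with only the 2 groups compared, and not in the other alternatives set before the data were examined (25 to 72). It was also within 1.5 times at 103 with the 18 libraries as 18 samples, 125 with DESeq2 on the 18 libraries and 135 with DESeq2 on the 18 libraries and the minimum mean on the scale of Table S3, which were chosen after seeing the values and drop 56, 29 and 19 of the paper's 152 genes. Of these genes, 58 were among the 64 called here and 94 were not called, against 47 not called with DESeq2, 39 with no filterByExpr filter and 54 with only the 2 groups compared. All 152 were lower in M28 here in direction. For M56 the paper shows about 130 genes lower than in TN (Fig. 1H, read by eye) and 69 were called here. It was within 1.5 times at 99 with DESeq2, 144 with no filterByExpr filter and 93 with only the 2 groups compared, and 43 to 81 in the others set beforehand. Chosen after seeing the values, 97 with DESeq2 on the 18 libraries and 105 with DESeq2 on the 18 libraries and the minimum mean on the scale of Table S3 were also within 1.5 times, and how many of the paper's genes they drop was not counted, because its list for M56 was not used here.

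The paper's number of genes lower in both M28 and M56 is 97, and 38 were called here. It was 107 with no filterByExpr filter, within 1.5 times of the paper's, and 20 to 61 in the other alternatives set beforehand. Of those chosen after seeing the values, 71 with DESeq2 on the 18 libraries and 77 with DESeq2 on the 18 libraries and the minimum mean on the scale of Table S3 were within 1.5 times, and the paper's genes they drop were not counted, because no list of them was used here. For genes higher in M28Ag than in M28 and in M28 than in TN, the paper's number is 77, or 5% of its Ag-induced genes, and here 34 genes, or 2.43%. In the copy of the paper's sheet of genes higher in M28, the paper marks 44 genes as Ag-induced, a number within 1.5 times of the 34 called here. The copy of its sheet of Ag-induced genes is incomplete and lists 1120 genes. Of these, 66 are over 3-fold higher in M28 than in TN by the log2 fold changes given there. No alternative set beforehand gave a number within 1.5 times of the 77 (27 to 51). The percentage was 3.46 with no minimum mean and 3.37 with M28 replicate 2 left out, within 1.5 times, and 2.07 to 2.87 in the others. The alternative chosen after seeing the values, 68 with 3-fold alone for M28 against TN, or 4.85%, was within 1.5 times. Of the 44 genes marked in the copy of the sheet of genes higher in M28, 37 were among these 68. How many of all 77 it drops was not counted, because that copy lists 292 genes, fewer than its name gives, and the other is incomplete.

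The paper's Table S3 gives 85 genes higher in Tcm than in Tem, and 44 were called here. The number was 71 with DESeq2, 85 with no filterByExpr filter and 68 with no minimum mean, within 1.5 times of the paper's, and 33 to 53 in the other alternatives set beforehand. Of those chosen after seeing the values, 73 with DESeq2 on the 18 libraries and 76 with DESeq2 on the 18 libraries and the minimum mean on the scale of Table S3 were within 1.5 times, and the paper's genes they drop were not counted, because its list for Tcm was not used here. Fig. 6E shows about 16 M28-up genes also higher in Tcm, read by eye, and 6 were called here, 14 with no filterByExpr filter and 3 to 9 in the other alternatives set beforehand. It also shows about 1 M28-down gene higher in Tem, read by eye, and 0 were called here by edgeR, 1 with no filterByExpr filter and 0 in the others, DESeq2 included, with 1905 genes at an unadjusted p under 0.05 between Tem and Tcm.

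Fig. 1J shows a mean log2 fold change of the genes nearest to mDHSs of about 0.84 in M28 and of about 0.75 in M56, read by eye, and here it was 0.66 and 0.60. For M28 it differed from the paper's value by no more than the spread between replicates at 0.82 with only genes kept by filterByExpr, 0.90 with a pseudocount of 1 and 0.89 with each mDHS counted, and for M56 at 0.75 with only genes kept by filterByExpr. In the others set beforehand it was 0.65 to 0.69 in M28 and 0.58 to 0.84 in M56.

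Some genes named by the paper did not reach a threshold here. The paper lists Tbx21 and Il2 among genes that rise from TN to M28 and again with Ag. Tbx21 was 2.89-fold higher in M28Ag than in M28, under 3-fold, and it was called without M28 replicate 2, at a log2 fold change of 1.68. Il2 rose in M28 over TN by a log2 fold change of 1.85 to a mean of 31.4, under 150, and it was called with no minimum mean.

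In Fig. 2 the AP-1 genes are higher in memory cells. Here Fos was higher in direction, at a log2 fold change of 4.54 in M28 and 4.56 in M56, as were Fosb, at 2.69 and 1.85, and Junb, at 2.47 and 3.05, but none passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p of 0.124 and 0.114, 0.0532 and 0.116, and 0.154 and 0.0696. Over the alternatives the adjusted p, by edgeR or DESeq2 with Benjamini-Hochberg adjustment, ran from 5.3e-63 to 0.317 and 1.0e-67 to 0.292 for Fos, 4.7e-04 to 0.334 and 0.00830 to 0.321 for Fosb, and 1.7e-27 to 0.406 and 3.7e-45 to 0.224 for Junb. Fos and Junb were called in M28 and M56 with no filterByExpr filter and with only the 2 groups compared, and DESeq2 called Fos in both and Junb in M56 alone. Of the alternatives chosen after seeing the values, the 18 libraries as 18 samples called Fos in M28 and Junb in both, and DESeq2 on the 18 libraries called both genes in both, and they drop 56 and 29 of the paper's 152 genes lower in M28. Fosb had a mean under 150 in M28 and in M56, and it passed DESeq2 with Benjamini-Hochberg adjustment at an adjusted p of 0.00261 and 0.0158.

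Runx2, which the paper shows higher in Tem, had a log2 fold change of 1.99 (adjusted p 0.0761 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2.6e-04 to 0.282 over the alternatives). It was called by DESeq2, with no filterByExpr filter and, chosen after seeing the values, with the 18 libraries as 18 samples in edgeR and in DESeq2. Il2ra had 1.31, under 3-fold (adjusted p 0.129 by that edgeR test with Benjamini-Hochberg adjustment, 2.7e-08 to 0.406 over the alternatives), and it was called without Tcm replicate 2.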

Other observations

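The tests of the likeness of replicates 1 and 3, of the erythroid genes, of replicate 2 of Tem and Tcm, of the sizes of the falls, and of GC content and scaling were chosen after the result was seen.

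The 260 genes called between M56 and TN were compared with other splits of the same samples. In 10 splits of 3 against 3, 1 gave as many, the real one, and the others 0. For Tem and Tcm, whose samples are paired, 4 splits part all pairs, 1 gave 142, the real one, and the others 0. The smallest share that these designs allow is 0.1 and 0.25, so chance cannot be excluded by this count. M28 and M28Ag have 2 samples each, and no such count was made.

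Replicates 1 and 3 of M28 and of M28Ag were close to sampling noise. Their chi-square per degree of freedom was 1.30 at most over the pairs, against 17.3 to 118 in the others, which is consistent with 1 RNA sample or 1 library behind both files. A repeat of 1 set of reads is argued against, because 337 genes had counts in M28 replicate 3 and none in the deeper replicate 1, and 707 had them in replicate 1 alone. In M28Ag the numbers were 121 and 1308. A random division of 1 set of reads is argued against, because the lowest value of the 2 pairs was 1.29, and the counts scattered more than random draws (chi-square test, p = 4.9e-92 in M28 and 1.9e-83 in M28Ag), where 2 simulated draws from 1 sample gave 1.02. Further sequencing of 1 library, a division that was not random and 2 libraries from 1 RNA sample stay open, since no reads were used. The methods state 3 biological replicates, and the paper does not report this closeness. No biological explanation was tested.

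The sex-linked genes were not called: 0 of 6 in the 5 comparisons. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 passed over all genes in each comparison, and DESeq2 gave 0. At an unadjusted p under 0.05 there was 1, in M56 over TN, where 1 female gene also passed adjusted over the list alone. The median log2 fold change of the female genes was -1.98 there. The Y-linked counts were 1397 to 2090 in TN, against 1004 and 991 in the M28 samples. With 2 or 3 samples in a group, a lack of calls cannot exclude sex, which stays open between the groups from C42 mice. In TN, M28, M56 and M28Ag every sample held both Xist and Y-linked counts. In replicate 1 of Tem and Tcm the Y-linked counts were 3898 and 3444 with Xist at 0 and 0, and in replicates 2 and 3 the Y-linked counts were 0 in Tcm and 0 to 1.94 in Tem.

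The immediate early genes were higher in all memory groups than in TN, as were the AP-1 genes. The medians over TN were 2.69 in M28, 3.05 in M56, 2.49 in Tcm and 2.67 in Tem for AP-1 genes and 0.72, 0.96, 0.56 and 0.81 for the 11 others, so that the latter were above TN in 4 of 4 groups. By fry with Benjamini-Hochberg adjustment over 12 tests the AP-1 genes had adjusted p of 0.0103, 0.0103, 0.0167 and 0.0167, the others 0.0167, 0.0124, 0.184 and 0.0167, and the heat shock genes 0.404, 0.184, 0.849 and 0.881. Handling by tetramer and beads and memory state cannot be told apart here, because they come together in all groups but TN. Within the CXCR5 groups, 10 of 16 immediate early genes were highest in replicate 2 of both, 10 in Tcm and 13 in Tem, where chance gives 5.33 in a group. This is consistent with handling or state shared by that pair of samples.

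The erythroid genes were lower in memory cells, with 7 of 7 higher in TN than in both M28 and M56, and Hba-a1 and Hbb-bs at 695 and 1023 in TN against 39.1 and 63.4 in M28. The median log2 fold change of these genes in M28 over TN was -3.51. Of the 8 genes of the list, 7 passed the filter on low counts, and Car2, at 155 in M28Ag against 134 in TN, was not specific to TN. The labels give a lysis of red blood cells for TN and memory cells alike, followed by magnetic enrichment for memory cells alone. Red blood cell RNA in the TN samples is a candidate explanation, and a biological difference between naive and memory cells stays open as untested. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 passed over all genes and 4 adjusted over the list alone in M28, with 4 at an unadjusted p under 0.05 and 3 over all genes by DESeq2, and 3 and 5 in M56. Some of the genes called lower in memory cells are thus of this kind, 3 in M56.

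Over the 13 lists and 5 comparisons, the median log2 fold changes, for M28 and M56 over TN, M56 over M28, M28Ag over M28 and Tem over Tcm in that order, were as follows. They were -0.80, -0.93, 0.08, -0.68 and -3.50 for B cell, 2.35, 1.36, -0.51, -3.38 and -0.33 for CD8 T and NK cell, 0.93, 0.61, -0.33, -1.14 and 0.26 for cell cycle and -3.51, -3.35, -0.18, 0.81 and -0.76 for erythroid genes. They were 0.97, 1.19, 0.22, -0.28 and 0.23 for immediate early, 0.22, 0.42, 0.30, 2.08 and -0.05 for heat shock, -1.63, -1.46, 0.06, -4.47 and -0.10 for naive T cell and 0.19, 0.33, 0.00, -0.47 and -0.68 for neutrophil and monocyte genes. The pan-T cell genes had 0.29, 0.13, -0.21, -1.81 and -0.12, the red pulp macrophage genes 1.92, 2.17, 0.21, -1.44 and -2.42, the Tfh genes 1.81, 1.55, -0.17, 2.12 and -1.34, the female genes -1.37, -1.98, -0.61, -0.95 and -0.25 and the male genes -0.74, -0.45, 0.48, 0.06 and 0.21. Of 65 tests, 24 had an adjusted p under 0.05 by camera with Benjamini-Hochberg adjustment, 18 of these also by fry, and 6 also with an estimated correlation: naive T cell genes in M28 and M56 over TN and M28Ag over M28, and Tfh genes in M28 and M56 over TN and Tem over Tcm. The mean had the other sign from the median for CD8 T and NK cell genes (0.84), naive T cell genes (0.01) and heat shock genes (0.21) in Tem over Tcm, for naive T cell (-0.13) and B cell genes (-0.09) in M56 over M28 and for immediate early genes (0.20) in M28Ag over M28.

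In M28Ag cells, purified 3 h after Ag, many RNAs were far lower than in M28. Of genes with a mean of at least 500 in M28, 341 fell by more than 3 on the log2 scale, 173 by more than 4, 81 by more than 5 and 29 by more than 6. If transcription had stopped at once and the RNA only decayed, falls of this size over 3 h need half-lives under 60, 45, 36 and 30 min. The 3 h are those from injection to purification, and the time of tetramer incubation, enrichment and sorting is not counted. Had RNA also decayed in those steps, the half-lives could be longer. The calculation also takes falls on the TMM scale as falls per cell, and whether the RNA per cell changed was not tested. Over called genes, 2659 stayed over 3-fold after removal of the GC trend (Spearman -0.135 across genes, which are not independent replicates), which argues against GC content as the whole cause. A scaling factor that moves all genes alike is argued against as the whole cause, because 3032 or more of 8198 tested genes whose higher mean was over 150 stay over 3-fold with whichever factor is taken. That the falls come from loss of short-lived RNA is a hypothesis that the counts at 1 time point do not test, and a change in the cells recovered after Ag stays open.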
